# Identifying genes and regulatory pathways associated with the scleractinian coral calcification process

**DOI:** 10.7717/peerj.3590

**Published:** 2017-07-20

**Authors:** Eldad Gutner-Hoch, Hiba Waldman Ben-Asher, Ruth Yam, Aldo Shemesh, Oren Levy

**Keywords:** Scleractinian coral, Calcification, Regulatory pathways, Wnt pathway, TGF-beta/BMP pathway, Microarray, Gene expression

## Abstract

Reef building corals precipitate calcium carbonate as an exo-skeleton and provide substratum for prosperous marine life. Biomineralization of the coral’s skeleton is a developmental process that occurs concurrently with other proliferation processes that control the animal extension and growth. The development of the animal body is regulated by large gene regulatory networks, which control the expression of gene sets that progressively generate developmental patterns in the animal body. In this study we have explored the gene expression profile and signaling pathways followed by the calcification process of a basal metazoan, the Red Sea scleractinian (stony) coral, *Stylophora pistillata*. When treated by seawater with high calcium concentrations (addition of 100 gm/L, added as CaCl_2_.2H_2_O), the coral increases its calcification rates and associated genes were up-regulated as a result, which were then identified. Gene expression was compared between corals treated with elevated and normal calcium concentrations. Calcification rate measurements and gene expression analysis by microarray RNA transcriptional profiling at two time-points (midday and night-time) revealed several genes common within mammalian gene regulatory networks. This study indicates that core genes of the Wnt and TGF-β/BMP signaling pathways may also play roles in development, growth, and biomineralization in early-diverging organisms such as corals.

## Introduction

Coral calcification is a process of skeletal elements extension and is accompanied by the development of the coral’s tissues. In general, the biomineralization and development processes are generated by the differential gene expressions with specialized cellular properties, as demonstrated in various organisms (Belcher et al., 1996; Gardner et al., 2011; Kuballa & Elizur, 2008; Reyes-Bermudez et al., 2009). These gene expression characteristics of many cellular processes, among them are biomineralization and tissue growth, which are coordinated by networks of regulatory genes.

The process of skeleton growth in corals has been suggested to be controlled by a specialized tissue called calicoblastic epithelium, which is comprised of ectodermal cells within the aboral coral layer, opposite the oral side (Gattuso, Allemand & Frankignoulle, 1999). The transport of calcium ions to the site of the growing skeleton is one feature for characterizing the controlled process of coral calcification. The mechanism behind the transport of calcium is under debate, and three pathways have been proposed: (i) active transcellular transport of calcium through calicoblastic cells, (ii) passive paracellular diffusion of calcium or seawater between calicoblastic cells, and (iii) a combination of transcellular and paracellular pathways (Reviewed in Allemand et al., 2011 and Allison et al., 2014).

Another aspect of the controlled process is the molecular mechanism which is estimated to include genes in several molecular pathways which aid the skeletogenesis. Various genes have been identified to be associated with the calcification mechanism and are involved in the transport of CaCO_3_ reactants. The plasma membrane calcium-activated ATPase gene was isolated and cloned from a coral cDNA and ESTs (Zoccola et al., 2004; Zoccola et al., 2015), and its activity was measured and characterized (Furla, Allemand & Orsenigo, 2000; Ip, Lim & Lim, 1991; Isa, Ikehara & Yamazato, 1980). A voltage-dependent calcium channel was cloned and sequenced from cDNA, and its protein product was labeled within the calicoblastic ectoderm (Zoccola et al., 1999). Another gene that is involved in the transport of CaCO_3_ reactants is the carbonic anhydrase, which has been identified and characterized by molecular biology, biochemistry and pharmacology techniques (reviewed in Bertucci et al., 2013). Several genes involved in the calcification mechanism have also been discovered as proteins found in the coral’s organic matrix with protein extraction, separation and characterization techniques (Drake et al., 2013; Ramos-Silva et al., 2013), or with RNA extraction and transcriptome assembly methods (Mass et al., 2013; Moya et al., 2012). The coral’s organic matrix proteins are characterized as highly acidic proteins that are abundant with aspartic and glutamic acids. Still, the molecular aspects of the skeletogenesis process are not fully understood.

The calcification process is affected by several factors: temperature, light, nutrients, food availability (Langdon & Atkinson, 2005). Another important element affecting calcification rates of corals is the calcium carbonate saturation state of the mineral aragonite (Cohen et al., 2009; Gattuso et al., 1998; Marshall & Clode, 2002). When Ω_arag_ exceeds the value of 1 (Ω_arag_ ≥ 1), CaCO_3_ precipitation is thermodynamically favored. Following the concept that seawater Ω_arag_ is a function of CO}{}${}_{3}^{2-}$ and calcium ion ([Ca^2+^]) concentrations (Cyronak, Schulz & Jokiel, 2016), Longdon et al. (2000) and Marshall & Clode (2002) showed that exposing scleractinian corals to seawater with high calcium concentrations induces high calcification rates.

Exploring the calcification process of scleractinian corals is valuable in several ecological aspects: it is responsible for a global source of atmospheric carbon dioxide (CO_2_) in the tropical seas (Frankignoulle, Canon & Gattuso, 1994; Borges, Bruno & Frankignoulle, 2005), establishment of habitats for prosperous marine life (Hoegh-Guldberg et al., 2007; Knowlton, 2001) and for paleoenvironmental records (Mitsuguchi et al., 1996; Roberts, Wheeler & Freiwald, 2006).

The aim of this study is to identify potential key genes and pathways that are related to the calcification apparatus. This will be achieved by exposing the coral to seawater with high calcium concentrations to induce an alteration in gene expression profiles, identified using a DNA microarray analysis. In addition, we explored the differential genes expressions between day and night in the presence of high calcium concentration seawater in order to identify the presence of networks of regulatory genes in a basal metazoan.

## Materials and Methods

### Coral collection

Scleractinian coral colonies of *Stylophora pistillata* were collected by SCUBA diving from 3–6 m depth at the coral reef near the Inter-University Institute (IUI) in Eilat, Aqaba Gulf, Red Sea. The branching coral colonies were fragmented to 5–10 cm long nubbins and transferred to an outdoor shaded running seawater table at the IUI for a month acclimation and recovery before the experiment started. The Israeli Nature and National Parks Protection Authority approved the collection of corals in this study (permit No. 2009-35556).

### Calcification rates measurements under different seawater calcium concentrations

High calcium seawater was prepared by adding either 100 mg/L or 200 mg/L calcium (added as CaCl_2_⋅2H_2_O) to filtered seawater (0.45 µm).

Four coral fragments of *S. pistillata*, for each treatment (Fig. 1), were incubated in running seawater tables for 1.5 h for two time points: midday (11:00) and night-time (23:00). The fragments were incubated separately in three seawater calcium concentrations: natural calcium concentration (SW), natural calcium concentration added with 100 mg/L (SW + 100) and natural calcium concentration added with 200 mg/L (SW + 200).

**Figure 1:**
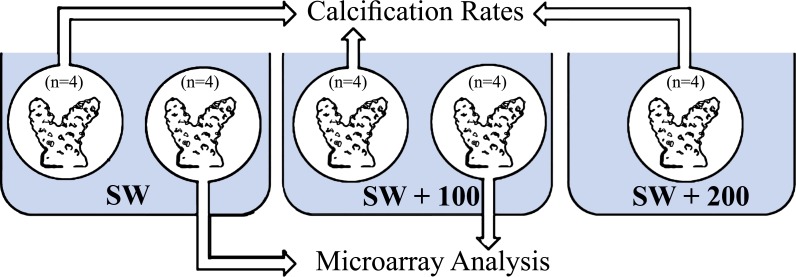
Experimental layout design. Eight fragments of *Stylophora pistillata* were incubated in calcium seawater (SW) concentrations of seawater plus 100 mg/L calcium (SW + 100) and plus 200 mg/L calcium (SW + 200) during daytime (11:00) and during night-time (23:00). In each sampling time, four replicates were analyzed for calcification rates and four replicates from SW and SW+100 treatments, for microarray analysis.

The calcification rate values (µmol CaCO_3_ h^−1^ cm^−2^) were calculated according to the equation:

}{}\begin{eqnarray*} \frac{ \frac{\Delta {A}_{T}}{2} \ast ({V}_{\mathrm{chamber}}-{V}_{\mathrm{coral}})}{{T}^{\ast }{A}_{\mathrm{coral}}} \end{eqnarray*}

where Δ*A*_*T*_ is the difference in Total Alkalinity (*A*_*T*_) measured between the beginning and the end the incubation period, *V* is the volume of the chamber or the coral fragment, *T* is the duration of the incubation and *A* is the coral surface area. The coral’s surface area (*A*) was calculated by considering the branched fragments as perfect cylinders, hence the height and diameter were measured and used for the cylinder-coral fragment surface area calculation (Mass et al., 2007). Such short period incubation was already been successful for distinguishing differences of calcification rates between treatments (Cohen, Dubinsky & Erez, 2016; Gutner-Hoch et al., 2016).

### Microarray experiment set-up and coral fragments sampling

Four coral fragments of *S. pistillata* were incubated for 1.5 h in each of the two different calcium concentrations (SW, SW + 100), and for two time points: in the mid-day (11:00) and at night-time (23:00). After incubation, coral fragments were sampled, snap froze in liquid nitrogen and stored in −80 C until further handled.

The coral fragments that have been subjected to SW + 200, were removed from gene expression analysis because no statistically significant was found between the calcification rates of SW + 100 and SW + 200 treatments (Fig. 2).

**Figure 2:**
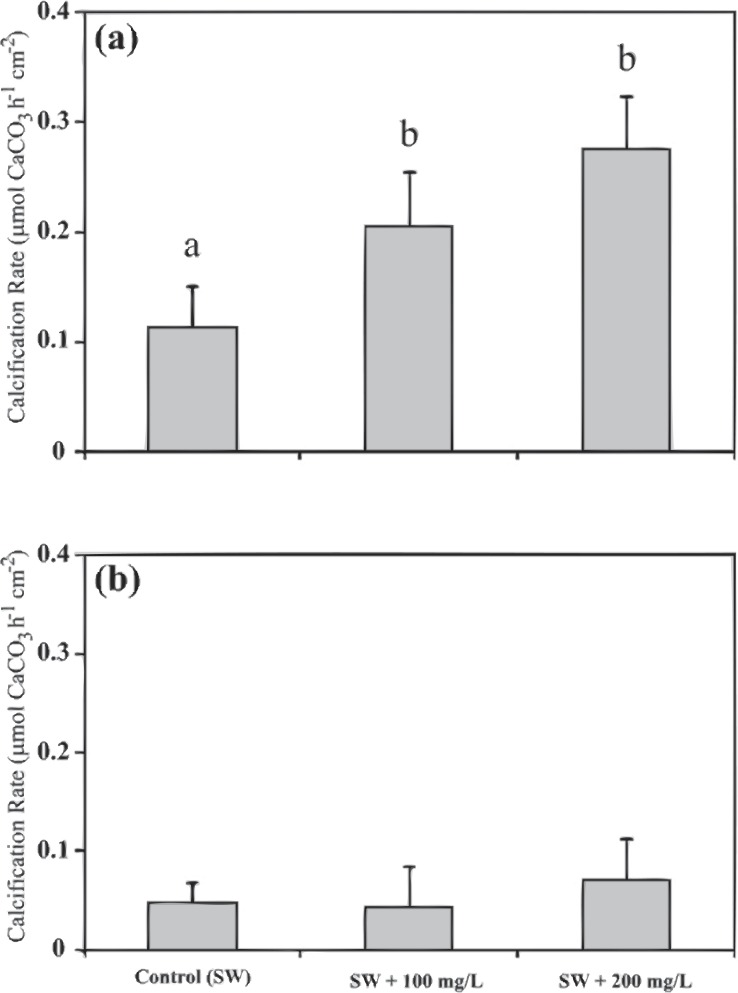
Calcification rates of *Stylophora pistillata* under different calcium seawater (SW) concentrations of seawater plus 100 mg/L calcium and plus 200 mg/L calcium during 11:00 (A) and during 23:00 (B). Calcium supplemental was added as CaCl_2_⋅2H_2_O. Means followed by the same letter are not significantly different, one-way ANOVA followed by Tukey’s post-hoc test. Error bars represent SD. *n* = 4.

### RNA extraction and microarray design

Total RNA was isolated from the *S. pistillata* fragments by using TRIzol^®^ reagent (Invitrogen, Carlsbad, CA, USA) according to manufacturer’s instructions. RNA quantity and integrity were assessed with a NanoDrop ND-1000 spectrophotometer and an Agilent 2100 Bioanalyzer, respectively. Total RNA was labeled and hybridized against custom *S. pistillata* microarray; an Agilent two-color gene expression microarray platform with 8 × 15 K probe per slide; microarray samples included four SW+100 and four SW (control) samples for each time point (11:00 and 23:00). Each treatment was combined with a differently labeled control sample from the same time point for hybridization to each compartment of the microarray slide. Oligonucleotide probes (60-mers) were designed based on approximately 12,000 genes predicted to encode proteins retrieved from a recent de novo assembly of 454-sequenced EST libraries of *S. pistillata* (Karako-Lampert et al., 2014). Labeling and hybridization were conducted using the Agilent Low Input Quick Amp Labeling Kit according to the manufacturer’s instructions. The intensity of the emitted fluorescence from a target spot on the array was detected using an Agilent G2565BA microarray scanner. The raw data as well as the processed data of the microarray were deposited under Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) accession number GSE87159. *Stylophora pistillata* EST data are also stored at the Cnidarian Database of Centre Scientifique de Monaco: http://data.centrescientifique.mc/CSMdata-home.html.

### Microarray results analysis

The data from all arrays were first subjected to background correction and LOESS within-array normalization using Agilent Feature Extraction software (version 9.5.1.1; Agilent Technologies, Santa Clara, CA, USA). The remaining analyses were performed in Partek^®^ Genomics Suite software (version 6.6; Partek Inc., St. Louis, MO, USA). Data from three biological replicates were used to perform a one-way ANOVA. The quintile normalized data were analyzed to identify genes with significantly up- or down-regulated expression (FDR *p*-value < 0.05) with an arbitrary cutoff of at least a two-fold change. As the microarray contains a diversity of genes originated from different organisms, all genes were transformed to *Homo sapiens* ones. Networks of highly interconnected proteins were generated using the STRING (Search Tool for the Retrieval of Interacting Genes, Heidelberg, Germany) 9.0 database (Szklarczyk et al., 2011) and GeneMania (Warde-Farley et al., 2010). The gene function clustering in GeneMania was predicted by using the Gaussian field label propagation algorithm. For this study the *Homo sapiens* dataset of functional association network was used in a network-weighting method of ‘Gene-Ontology (GO) based weighting, biological process based. The names of samples within the microarray analysis were labeled C11 and T11 as for control (reference) and treatment at daytime (11:00), respectively. The samples C23 and T23 were labeled as for control (reference) and treatment for night-time (23:00), respectively.

### Semi-quantitive real time PCR

The relative expression of genes was analyzed through Qiagen Corbett machine, using a two step real-time PCR. The gene expression from every sample was amplified in triplicates, with a single volume of 10 µl containing: 3 µl of diluted cNDA with 0.5 µl of primer set (see Table 1 for primer sequences), 1.5 µl double distilled water (DDW) and 5 µl of GoTaq qpcr Master Mix Kit (Promega, USA). Cycle threshold values for each time point were compared to the internal reference genes, according the 2^−^^ΔΔ^^CT^ method (Livak & Schmittgen, 2001). The gene *β*-*actin* was used for normalization in all RT-PCR analyses (Levy et al., 2007).

**Table 1:** Primer list for *S. pistillata*’s real-time PCR analysis.

Gene name	Directions	Sequence	Product length (bp)
*β-actin*	Forward	TACGTTGCCATCCAAGCTGTACTT	108
	Reverse	TCCTTCATAGATTGGTACAGTGTGGC	
*smad1*	Forward	TTTTCAACAGCCAAGAATTTGCCCAG	139
	Reverse	ATCTTGGCGGTGATACTCAGCTC	
*galaxin*	Forward	TGTGATGCCAACCCACATTCAAAGATT	146
	Reverse	ATGTCACTCCCACAACAGGCTGATT	
*galaxin-like*	Forward	GGACGGTTTGTAATTTATTGACAGCCAGG	139
	Reverse	GATCTGCCATGTTCAGGGAGTTTGTCT	

### Statistical analyses

For statistical analyses, one-way ANOVA was used and followed by Tukey HSD (honestly significant differences) to assess the differences in experimental treatments of calcification rates and genes’ real-time PCR results. All statistical analyses were conducted using SPSS 20.0 (IBM, USA), and the results were considered statistically significant at *p* < 0.05.

## Results

### Calcification rates of *S. pistillata* under increased seawater calcium concentration

Calcification rates of the Red Sea scleractinian coral *Stylophora pistillata* during daytime (11:00) were enhanced by 54% and 104% when the seawater calcium concentration was increased by adding 100 mg/L and 200 mg/L (of CaCl_2_⋅2H_2_O), respectively. During night-time (23:00), calcification rates were not influenced by the calcium concentration additions (Fig. 2 and File S1). Statistically significant differences were found during the daytime between calcification in natural seawater and calcification with additional calcium concentration (one-way ANOVA *F*(2, 9) = 5.277, *p* = 0.03; *n* = 4), while during night-time no difference was found (one-way ANOVA *F*(2, 9) = 1.052, *p* = 0.39; *n* = 4).

### Microarray expression analysis

The *Stylophora pistillata* gene expression profile was analyzed with Partek Genomics Suite™ software (Fig. 3A) in a principal component analysis (PCA). 

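Gene expression was measured on 8 arrays of 1 slide of a 2-colour Agilent microarray with probes of 60 bases. An array held 15744 spots, of which 15208 were not control spots and carried 14605 different probes. A protein name in the array's annotation was given for 8797 of the probes, and it often includes the organism of the most similar protein, as in SMAD6_HUMAN. Each array compared 2 RNA samples, of which one was labelled with Cy3 and the other with Cy5. On 3 arrays, control fragments of 11:00 (C11, natural seawater) carried Cy3 and treated fragments (T11, 1.5 h in seawater with 100 mg/L of added calcium) carried Cy5. On 3 arrays, treated fragments of 23:00 (T23) carried Cy3 and control fragments (C23) carried Cy5. The remaining arrays compared a C11 sample with a C23 sample, and a C11 sample with planula larvae. The paper states 4 fragments per group and, for the test of expression, 3 biological replicates. The labels give 3 replicates per group on the treatment arrays, and the values over these replicates 1 to 3 are reported. Replicates 4 and 5 of C11 and replicate 4 of C23, from the remaining arrays, were added as an alternative. The paper does not state which replicates its test used, so these controls may have been part of it. In C11 vs. C23, the folds with these controls equal those of Table 3 for COL2A1 (-2.04) and EIF2AK3 (-1.08), against -2.15 and -1.13 without them. Others of its folds lie nearer to the values without them, such as SMAD1 and SMAD3 at 23:00, so the folds do not settle it.
The authors extracted the signals with Feature Extraction 9.5.1.1, which corrected the background and normalized the dyes of each array by LOESS, and they deposited the resulting intensity of every spot in both channels. Here these intensities were put on the log2 scale, control spots were left out and spots marked by the software as non-uniform or as population outliers were set to missing. Spots of a probe were averaged, and the 12 channels were quantile normalized. The 4 groups were compared with limma 3.58.1, in which they share 1 estimate of the spread. A probe was counted as differentially expressed at an adjusted p (Benjamini-Hochberg over the 14605 probes) under 0.05 and a change of at least 2-fold. The alternatives in processing, the gene sets and the rule for naming genes were fixed before the data were examined.
The treated fragments carried Cy5 on every 11:00 array and Cy3 on every 23:00 array. A probe's own dye effect therefore enters T11 vs. C11 and T23 vs. C23 with opposite signs, cancels in the average of both time points and adds up in the difference between them. The percentage of spots well above background ranged from 73.8% to 90.5% in the C11 channels (median 80.2%), from 79.9% to 92.0% in T11 (median 86.5%), from 79.9% to 94.1% in C23 (median 89.4%) and from 78.1% to 89.0% in T23 (median 83.6%). With 3 arrays per time point, the number of arrays limits the precision of each value.
Across probes, the channels of a group correlated with r from 0.971 to 0.988 in C11, 0.976 to 0.984 in C23, 0.969 to 0.974 in T11 and 0.942 to 0.971 in T23. T23 replicate 3 had the lowest mean correlation with the other channels of its group (0.942, against 0.956 and 0.957 for replicates 1 and 2). Over 9984 probes well above background, the median SD between the 3 channels was 0.0838 (log2) in C11 and 0.0875 in C23, against 0.208 in T11 and 0.308 in T23. In 36 probes printed in 10 spots, the SD of a single spot between the 3 channels was 0.113 in C11 and 0.0941 in C23, against 0.0963 and 0.0769 between the spots of 1 channel. In T11 and T23 the corresponding values were 0.17 and 0.184 between channels, against 0.0914 and 0.0784 within a channel. The control channels of a time point thus differed by little more than repeat spots of a probe. Control values are therefore given as the mean of 3 channels counted as 1 sample, and treated values as mean ± SD (n = 3). The labels and the paper describe the controls as biological replicates, and limma's group comparison treats them so. If the controls of a time point were 1 RNA, the test of the ratios within arrays against 0 would be the applicable one, and it leaves out the control's own spread.

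**Figure D1:**
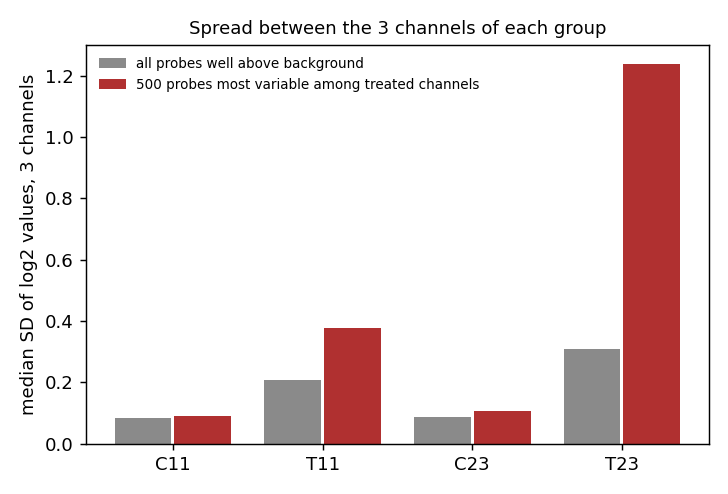
Median SD (log2) over the 3 channels of each group (C11, T11, C23, T23), as bars for all probes well above background and for the 500 probes that vary most among the treated channels. In the control groups the bars for the most variable probes (0.0902 in C11 and 0.106 in C23) are close to those for all probes, while in T11 and T23 they reach 0.376 and 1.24.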

The analysis showed that experiment replicates were profiled in the 3D PCA plot into two different groups—treated coral fragments (T11 and T23, which are fragments that were incubated in SW+100 mg/L at 11:00 and at 23:00) and second group—reference coral fragments (C11 and C23, which are fragments that were incubated in natural SW at 11:00 and at 23:00).

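Over the 14421 probes with a value in all 12 channels, the first principal component held 42.6% of the variance. On it the T11 channels lay from 43.3 to 55.5 and the T23 channels from 37.9 to 51.8, whereas the C11 and C23 channels lay from -51.7 to -41.8. The means of the treated and the control channels were 94.5 apart, and the pooled SD within the groups C11, T11, C23 and T23 was 5.75. The treated channels carried Cy5 at 11:00 and Cy3 at 23:00, so this component does not follow the dyes. The second component held 16.2% of the variance and was led by T23 replicate 3, at 76.9, while T23 replicates 1 and 2 lay at -23.9 and -19.9. The third held 10.8%. Background correction by normexp moved the distance on the first component most, to 67.2, with the treated channels at 25.3 or above and the controls at -25.0 or below. With the further controls included, the first component held 44.1% of the variance. On it C11 replicate 4 lay at -39.3, C11 replicate 5 at -39.4 and C23 replicate 4 at -44.3, while the treated channels lay at 47.8 or above and no control lay above -32.2.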

**Figure 3:**
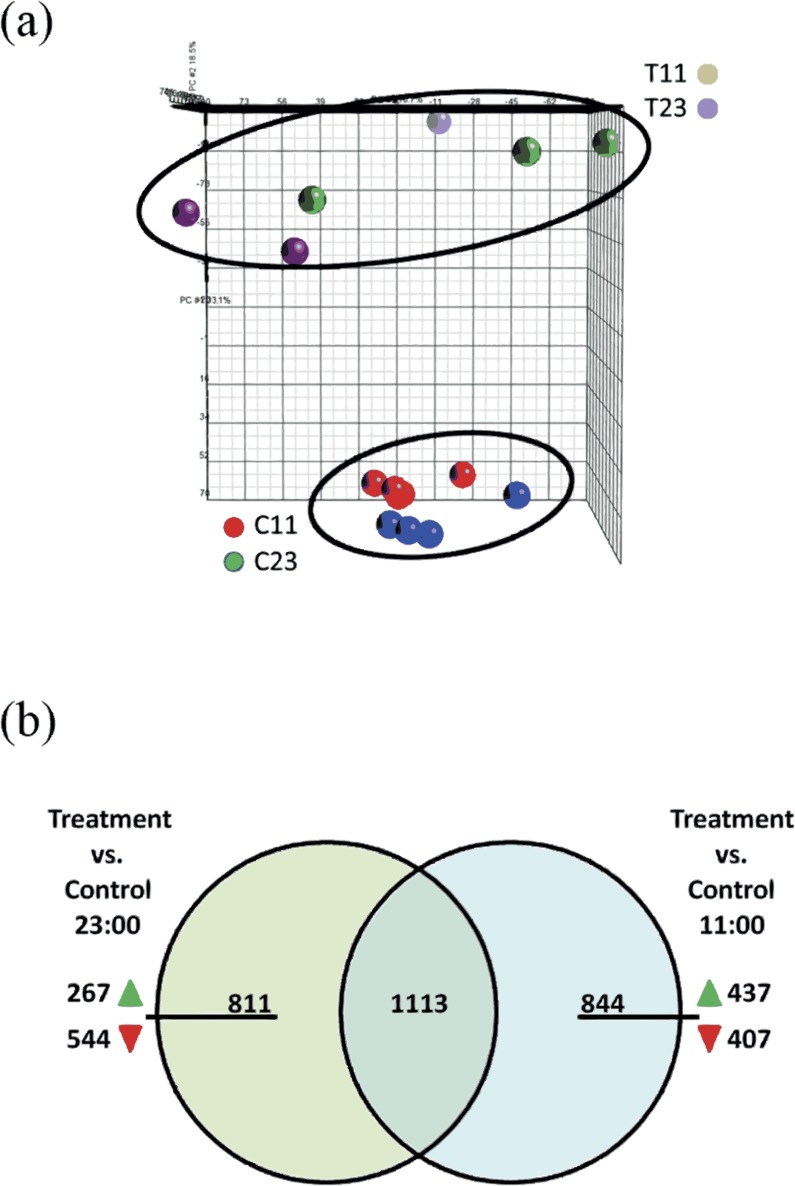
(A) Principle component analysis (PCA) map of samples from control 11:00, control 23:00, treated 11:00, and treated 23:00 (C11, C23, T11, and T23, respectively). The samples were applied to the PCA function of Partek. Analysis show distinct separation between treated and control samples. (B) Venn diagram representing the overlap of the total of 2,768 genes of the total 2,768 differentially expressed genes at treatment samples from 11:00 and from 23:00. Among the 844 unique genes that were significantly up- or down-regulated expression during the day, 437 were showed up-regulation of their expression and 407 were down-regulated. Among the 811 unique genes that were significantly up- or down-regulated expression during the night, 267 were showed up-regulation of their expression and 544 were down-regulated.

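Between treated and control fragments, 2529 of the 14605 probes were differentially expressed at 11:00, at 23:00 or at both. The alternatives that moved this number most were to drop the minimum fold change, which gave 5373 probes, and to correct the background by normexp, which gave 1262, of which 1202 were among the 2529. With replicates 4 and 5 of C11 and replicate 4 of C23 included, 2845 probes passed. With each array left out in turn, the number ranged from 2084 to 2621.
Far fewer probes differed between the time points. In C11 vs. C23, 87 probes were differentially expressed, of which 23 (26.4%) were higher in C11 and 64 in C23. This balance depended on the setting, with 8 and 43 after normexp, 128 and 138 with the further controls, 160 and 184 with only these groups in the fit, and 411 and 288 at 2-fold without a p-value. In T11 vs. T23 the number was 79, of which 68 (86.1%) were higher in T11, against 67.2% of 183 probes with the further controls, 60.6% of 677 at 2-fold without a p-value and both of the 2 probes found with only these groups in the fit. The fit shares 1 spread among all groups, though control channels varied less (median SD 0.0838 in C11 and 0.0875 in C23) than treated ones (0.208 in T11 and 0.308 in T23). This makes the test of C11 vs. C23 stricter, and that of T11 vs. T23 looser, than those groups' own spread would. With only these groups in the fit, fewer channels also estimate the spread. The numbers of C11 vs. C23 and of T11 vs. T23 both rest on few arrays. C11 vs. C23 gave 33 probes without T11 vs. C11 replicate 1 and 273 (137 higher and 136 lower in C11) without T23 vs. C23 replicate 3, and T11 vs. T23 gave 21 without T11 vs. C11 replicate 2 and 240 (153 higher and 87 lower in T11) without T23 vs. C23 replicate 2. If the controls of a time point were 1 RNA, C11 vs. C23 would compare 1 RNA with 1 RNA.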

The microarray analysis revealed that 2,768 transcripts were differentially expressed (fold > 2) across all of the treatment groups. 

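At 23:00, 1765 probes were differentially expressed between T23 and C23, of which 946 (53.6%) were higher and 819 lower in the treated fragments. After normexp, the number was 966, of which 662 (68.5%) were higher and 304 lower, and 922 of these probes were among the 1765. Without a minimum fold change, 1606 (43.2%) were higher and 2113 lower. Adding the further controls gave 1984, of which 1045 were higher and 939 lower. Leaving out each array in turn gave 1480 to 1785 probes.
The largest changes are given among differentially expressed probes with a protein name that changed in the same direction on every array. Among these, the largest increase at 23:00 was that of MMP17_MOUSE, a matrix metalloproteinase name. It rose from 10.32 (log2 intensity) in C23 to 16.96 ± 0.389 in T23 (n = 3), which is 99.5-fold (log2 fold change 6.64, adjusted p = 2.31e-08, limma). The further control, C23 replicate 4, had 9.32, and with all controls the log2 fold change was 6.89. Next came CSRN2 with a log2 fold change of 6.31, HE_HEMPU with 5.90, SPAN with 5.61 and EGR1 with 5.56, with adjusted p from 8.94e-09 to 2.56e-07. These 5 probes were higher on all 3 arrays and were differentially expressed in every alternative, and C23 replicate 4 lay below the C23 mean in each of them.
Among the largest decreases of such named probes, NEK6 fell from 11.10 in C23 to 6.91 ± 0.367 in T23 (n = 3). This is a log2 fold change of -4.20 (adjusted p = 1.70e-07, limma), lower on all 3 arrays. C23 replicate 4 had 11.18, and the value with all controls was -4.22. DPP2_HUMAN had a log2 fold change of -4.01 (adjusted p = 3.49e-06), lower on all 3 arrays, but only 1 of the 3 T23 channels was well above background. For CYLD_PONAB, U402 and CK068, no T23 channel was well above background, so that only a bound can be given. The bound sets the mean of the brighter group against the mean, over channels of the dim group, of the higher of the probe's own value and the lowest value among probes well above background. By this measure CYLD_PONAB was at least 6.66-fold lower in T23, U402 at least 3.77-fold and CK068 at least 2.49-fold. These single-channel bounds are open to dye bias, because no dyes were swapped within a time point.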

Among the differentially expressed gene targets, 1924 were found comparing treatment corals versus reference corals from night-time (T23 vs. C23). Comparing treatment corals with reference coral from daytime (T11 vs. C11) revealed 1,957 differentially expressed genes. In addition, comparing both lists of treatments corals with reference corals from night-time (T23 vs. C23) and daytime (T11 vs. C11) 1,113 common genes were identified (Fig. 3B). 

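At 11:00, 1786 probes were differentially expressed between T11 and C11, of which 1138 (63.7%) were higher and 648 lower in the treated fragments. After normexp, 858 probes passed, of which 721 (84.0%) were higher and 137 lower, and 811 of them were among the 1786. With an adjusted p under 0.05 and no minimum fold change the balance turned, with 1742 (45.2%) higher and 2108 lower. Normexp also moved the median log2 change of all probes at 11:00 from -0.0984 to 0.00791. Adding the further controls gave 1999 probes, of which 1226 were higher and 773 lower. Over the omissions of single arrays the number of probes ranged from 1351, without T11 vs. C11 replicate 2, to 1979, without T23 vs. C23 replicate 3.
Among the differentially expressed probes with a protein name that changed in the same direction on every array, SPAN had the largest increase. It rose from 9.85 in C11 to 16.52 ± 0.254 in T11 (n = 3), which is 102-fold (log2 fold change 6.68, standard error 0.268, adjusted p = 6.11e-08, limma). In C11 replicates 4 and 5 it was 9.30 and 9.25, and with all controls the log2 fold change was 6.88. MMP17_MOUSE had a log2 fold change of 6.59, CSRN2 of 6.41, TRAF5_HUMAN of 6.27 and HE_HEMPU of 5.92, with adjusted p from 6.55e-09 to 2.10e-08. Each of the 5 was higher on all 3 arrays and passed in every alternative.
Of the largest decreases of such named probes, TWIST fell from 12.00 in C11 to 8.07 ± 0.247 in T11 (n = 3). This is a log2 fold change of -3.92 (standard error 0.165, adjusted p = 7.48e-08, limma). C11 replicates 4 and 5 had 11.98 and 11.88, and the value with all controls was -3.91. CATL1_CANFA had a log2 fold change of -5.36 (adjusted p = 0.000252) and CYLD_PONAB of -4.07 (adjusted p = 2.07e-05), with 1 of 3 T11 channels well above background in both. TCF15_CHICK was not well above background in any T11 channel and was at least 2.76-fold lower than in C11. IVBI3 had a log2 fold change of -4.10 (adjusted p = 0.04) but was not differentially expressed in 7 of the 17 settings run, the reported one included, among them each omission of an 11:00 array, with adjusted p from 2.92e-06 to 0.185 over the settings. These 5 probes were lower on all 3 arrays.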

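The lists of 11:00 and 23:00 shared 1022 probes, which is 40.4% of the 2529 found at either time point. Of these, 704 were higher in the treated fragments at both time points and 311 were lower at both. A further 6 were higher at 11:00 and lower at 23:00, and only 1, CA158, was lower at 11:00 and higher at 23:00. CA158 was named after its values were seen. It had a log2 fold change of -1.29 at 11:00 (adjusted p = 0.0337) and 1.48 at 23:00 (adjusted p = 0.019). After normexp, 562 probes were shared, of which 490 were higher at both time points and 69 lower at both. With the further controls, 1138 were shared.
Across all 14605 probes, the log2 fold changes at 11:00 and 23:00 correlated with a Pearson r of 0.664 and a Spearman rho of 0.475, and 65.8% had the same sign. Probes are not independent replicates, and the comparisons share no control channel.

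**Figure D2:**
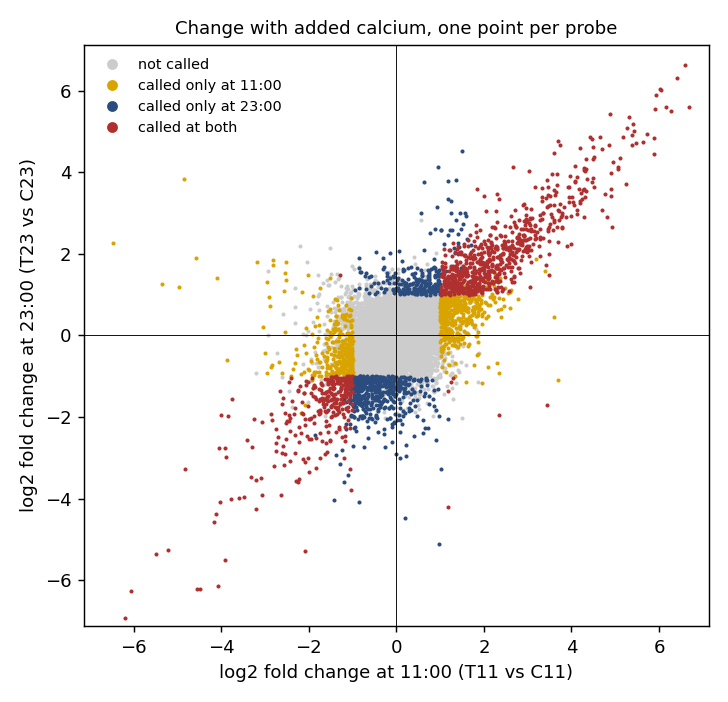
Log2 fold change of each probe in T11 vs. C11 (horizontal axis) and T23 vs. C23 (vertical axis), coloured by whether the probe was differentially expressed at neither time point, only at 11:00, only at 23:00 or at both. The 704 probes higher at both lie in the upper right and the 311 lower at both in the lower left.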

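Of the probes differentially expressed at 23:00, 743 were not so at 11:00, with 241 higher and 502 lower in T23. After normexp they numbered 404, with 171 higher and 233 lower, and 246 of these were among the 743. With the further controls they numbered 846. Without T23 vs. C23 replicate 3, 463 were found.
Many of these probes also changed at 11:00. The sign of the change was the same at both time points for 602 of the 743, and 194 had an adjusted p under 0.05 at 11:00 with a change under 2-fold. The 241 higher probes had a median log2 fold change of 1.29 at 23:00 and 0.57 at 11:00, and the 502 lower probes of -1.32 and -0.50. The effect of added calcium differed between the time points, at an adjusted p under 0.05 and at least 2-fold, for 52 of the 743 (7.0%). This number depends on the setting. Over all probes the difference passed for 154, but for 47 with the arrays as blocks and for 913 with the further controls. Dye effects of the probes enter it.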

Within the 811 unique differentially expressed genes during night-time (which did not overlap with daytime) 267 genes were up-regulated and 544 were down-regulated. 

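At 11:00, 764 probes were differentially expressed that were not so at 23:00, with 428 higher and 336 lower in T11. After normexp the number was 296, with 229 (77.4%) higher and 67 lower, and 210 of these were among the 764. The further controls gave 861, and the omission of T11 vs. C11 replicate 2 gave 474. For 622 of the 764 the change at 23:00 had the same sign, and 255 had an adjusted p under 0.05 at 23:00 with a change under 2-fold. The 428 higher probes had a median log2 fold change of 1.31 at 11:00 and 0.58 at 23:00, the 336 lower probes of -1.25 and -0.50. A difference between the time points passed both limits for 42 of the 764 (5.5%). Like the corresponding number for 23:00, it depends on the setting and includes dye effects.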

Within the 844 unique differentially expressed genes during daytime (which did not overlap with night-time) 437 genes were up-regulated and 407 were down-regulated.

In order to focus on genes that share similar biological processes and correlate with the calcification process, the analysis continued for unique up-regulated gene transcripts and total up-regulated gene transcripts that were differentially expressed during daytime (437 genes for unique and 1,333 for total), and during night-time (267 genes for unique and 1,171 for total). The total (found also to be up-regulated during the “opposite” time point) and unique genes were clustered into biological processes descriptions with GeneMania website analysis portal.

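The members of the study's processes came from a web portal, and beyond the genes of Table 3 the paper's text does not list them, so sets of probes were formed by their protein names for the processes the study discusses. These sets were the Wnt pathway, SMAD and TGF-β, cell junction, collagen and ADAMTS, amino acid metabolism, cytosolic ribosome, respiratory chain and ATP synthase, and protein folding in the endoplasmic reticulum, with axonemal genes and actin besides. Each set was tested against all other probes with limma's camera (preset inter-gene correlation 0.01), two-sided, with adjustment over all sets and comparisons. Members were taken by name whatever their role, so the direction of a set is not that of a pathway's activity.
In T11 vs. C11, the 50 Wnt probes had a median log2 fold change of 0.30 and 28 of them were higher in T11 (adjusted p = 0.0558). Of these probes, 13 were differentially expressed and higher, among them PRIC1 (4.76), SFRP3_CHICK (3.05) and FZD8_XENLA (2.51, log2 fold changes). The lower ones were WNT7B (-1.58), ROR1_MOUSE (-1.38), FZD2 (-1.04) and FZD1_XENLA (-1.03). The call depends on the setting, with adjusted p = 0.0264 after the removal of dim probes and 0.0382 with 1 probe per gene. It ranged from 0.000699 (fry) to 0.436 over all alternatives, and from 0.0175 to 0.172 over the omissions of single arrays. The 31 SMAD and TGF-β probes showed no shift as a set (adjusted p = 0.982), with 17 higher, a median of 0.14 and a mean of -0.06. By sign this median differs from the mean and from camera's direction, which was down. In this set SMAD1, SMAD2, BMP1_MOUSE and FST (1.47) were differentially expressed and higher. SMAD3, with a missing value in T11, was also differentially expressed and higher (1.15) but is not counted in the set. In the set 6 probes were lower, namely SKI (-2.02), TLL1_MOUSE (-1.90), INHBB (-1.83), SMAD6_HUMAN, BMP7 (-1.07) and ACVR1 (-1.03). The 37 cell junction probes had a median of 0.57, with 29 higher (adjusted p = 2.49e-06). The medians of the Wnt, SMAD and TGF-β and cell junction sets at 11:00 were above 0 under the other scalings as well. At 23:00 the Wnt set had a median of -0.21, with 22 of 50 higher, and a mean of 0.08, and camera's direction was up (adjusted p = 0.737). The SMAD and TGF-β set had a median of -0.03 there, with 14 of 31 higher (adjusted p = 0.458, downward), 1 probe differentially expressed and higher and 6 lower, and without T23 vs. C23 replicate 2 its median was 0.17. By camera, the difference between the time points did not pass for either set (adjusted p = 0.0678 for Wnt and 0.438 for SMAD and TGF-β). Set members beyond Table 3 were named after their values were seen.
Under fry, which tests a set by itself, the camera calls of the respiratory chain at 11:00 (adjusted p = 0.0907) and in the difference between time points (0.12), of protein folding (0.211) and axonemal genes (0.187) at 23:00, and of collagen and ADAMTS at 11:00 (0.0531) did not hold, while the other camera calls at 11:00, at 23:00 and in the difference held. Fry also passed the Wnt set upward and, with adjusted p = 0.0205, the SMAD and TGF-β set downward at 11:00. At 23:00 fry passed the same sets in the same directions, with adjusted p = 0.0408 for Wnt and 0.00101 for SMAD and TGF-β, where the alternatives reached 0.916 and 0.748, and it passed the Wnt difference between the time points (0.0338, in a range from 0.0221 without T11 vs. C11 replicate 1 to 0.436 over all alternatives). The amino acid difference between the time points also passed under fry, upward (adjusted p = 0.0268). With the inter-gene correlation estimated from the data, no camera call held.

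**Figure D3:**
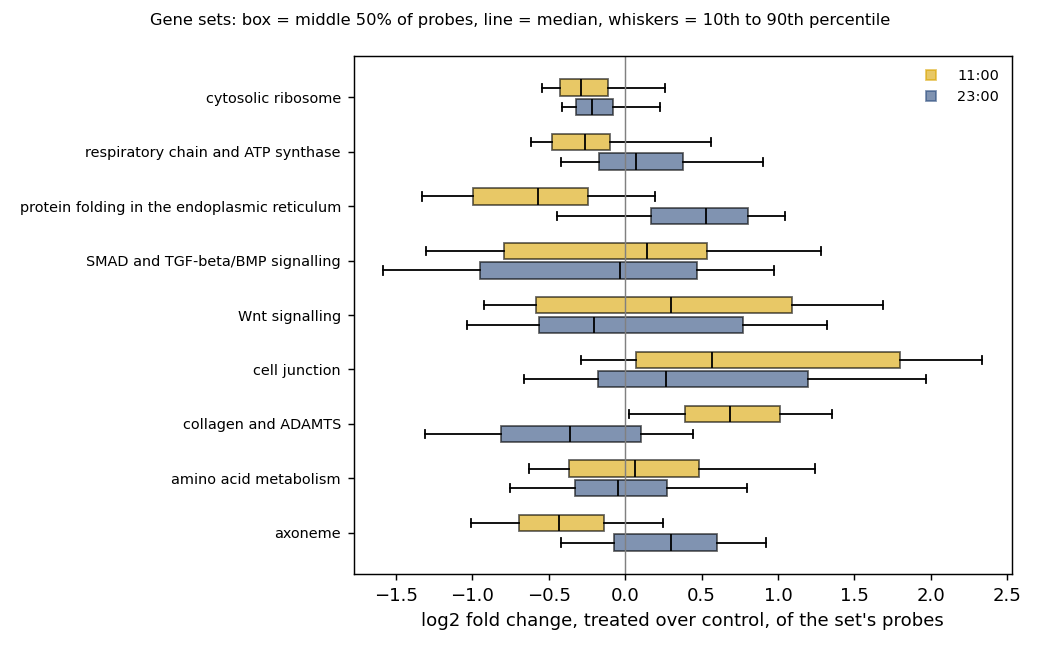
Log2 fold change in T11 vs. C11 and T23 vs. C23 of the probes of each gene set, with boxes for the middle 50% of probes, a line for the median and whiskers from the 10th to the 90th percentile. At 11:00 the cell junction set lies above 0 in the median (0.57), and the Wnt set (0.30) and the SMAD and TGF-β set (0.14) lie closer to it. The medians of the ribosome at 23:00 (-0.22) and of amino acid metabolism at 23:00 (-0.04) change sign under the other scalings.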

Among the total gene transcripts that were differentially expressed during daytime six biological processes were found: Wnt signaling pathway, cell junction organization, SMAD binding, regulation of cell morphogenesis, TGF-β signaling pathway, and amino acid synthesis (Fig. 4A). 

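Among the 102 probes named for enzymes of amino acid metabolism, 53 were higher in T11 than in C11, with a median log2 fold change of 0.06 (camera adjusted p = 0.173, fry adjusted p = 0.0135). Of these, 14 were differentially expressed and higher, and AGT2_MOUSE (-1.04, log2 fold change) and ASSY_DANRE (-1.24) were lower. At 23:00 the median of the set was -0.04, with 49 higher (camera adjusted p = 0.877), and it became 0.01 without quantile normalization and 0.03 after normexp. The 32 collagen and ADAMTS probes had a median of 0.69 at 11:00, and 28 of them were higher in T11 (camera adjusted p = 0.00039), 6 of them differentially expressed. The study reports some of its members from these samples, so the set is not independent of Table 3. At 23:00 its median was -0.36, with 11 of 32 higher (adjusted p = 0.231), and without T23 vs. C23 replicate 2 the decrease passed the threshold (adjusted p = 0.0372, in a range up to 0.913 over the alternatives). The difference between the time points in the effect of added calcium had a median of 1.08 in the collagen and ADAMTS set, with 30 of 32 probes above 0 (camera adjusted p = 1.05e-07). In the amino acid set the median of this difference was 0.11. Camera did not pass it (adjusted p = 0.0558), while fry passed it upward (adjusted p = 0.0268). Dye effects of the probes enter this difference.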

From the unique genes during daytime four biological processes were found: amino acid synthesis, metabolism, Smad signaling, and cartilage and bone biogenesis (Fig. 4A and Tables 2 and 3). All biological processes that were analyzed from total and unique genes were found with high significance of FDR *p*-value <0.05, except of “connective tissue development” cluster within the biological process cartilage and bone biogenesis, with FDR *p*-value of 0.068.

**Figure 4:**
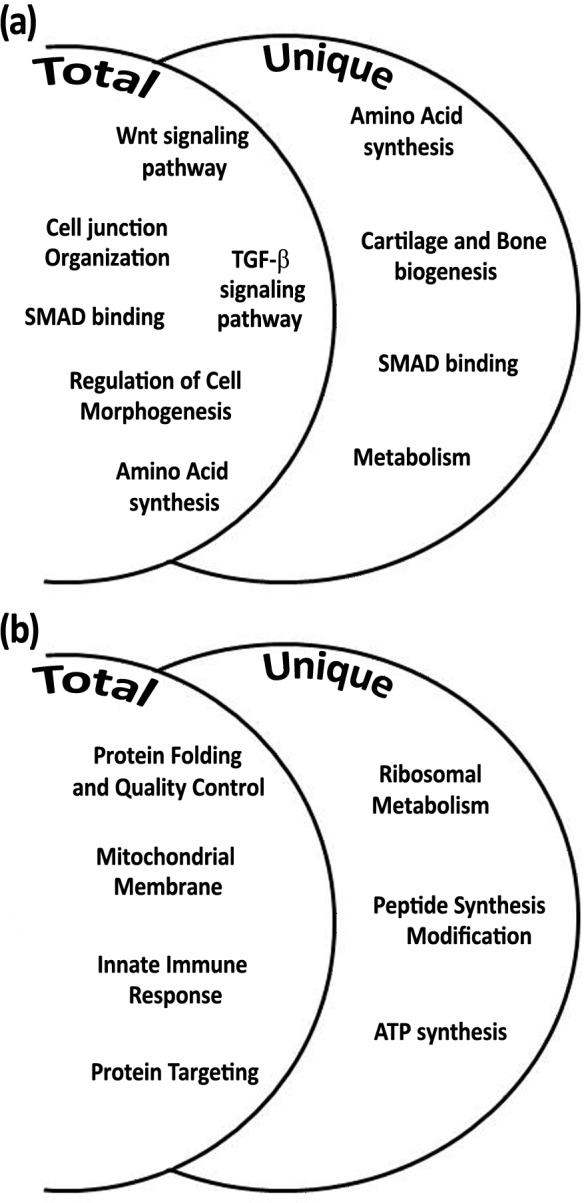
Biological processes according to differential expression of total and unique gene transcripts (genes that were up-regulated only during treatment) from treated vs. control during daytime (A), and from treated vs. control during night-time (B).

**Table 2:** List of biological processes and number of gene transcripts within each biological process, divided to daytime and night-time. All biological processes were found with FDR *p* < 0.05.

	*# gene transcripts*	*Biological process*
***Daytime (11:00)***		
Alpha-amino acid metabolic process	13	Amino Acid Synthesis
Alpha-amino acid catabolic process	9	
Cellular amino acid catabolic process	10	
Carboxylic acid catabolic process	11	Metabolism
Dicarboxylic acid metabolic process	6	
SMAD protein complex assembly	4	SMAD signaling
I-SMAD binding	4	
R-SMAD binding	4	
Cartilage development	10	Cartilage and Bone Biogenesis
Donnective tissue development^*^	7	
***Night-time (23:00)***		
Translational initiation	12	Ribosomal Metabolism
Large ribosomal subunit	9	
Ribosome	12	
Cytosolic large ribosomal subunit	8	
Translational elongation	10	
Cytosolic ribosome	9	
Translational termination	9	
Ribosomal subunit	10	
Structural constituent of ribosome	9	
Nuclear-transcribed mRNA catabolic process	10	
mRNA catabolic process	10	
Protein localization to endoplasmic reticulum	10	Peptide Synthesis Modification Processing
SRP-dependent cotranslational protein targeting to membrane	9	
Protein targeting to ER	9	
Cotranslational protein targeting to membrane	9	
Establishment of protein localization to endoplasmic reticulum	9	
Mitochondrial inner membrane	11	ATP synthesis & Oxidative Phosphorylation
Respiratory chain	6	
Respiratory electron transport chain	7	
Electron transport chain	7	
Mitochondrial ATP synthesis coupled electron transport	5	
ATP synthesis coupled electron transport	5	

**Notes.**

* *p* = 0.068.

**Table 3:** Fold change of genes identified for regulation of skeletal extension and growth, is presented as treated vs. control during daytime, night-time and without treatment. Their fold change *p*-values are indicated in brackets.

Clone ID	Annotation/Gene match name	Fold change C11 vs. C23 (*p*-value)	Fold change (T11 vs. C11) (*p*-value)	Fold change (T23 vs. C23) (*p*-value)	Functional classification
SMAD1	Mothers against decapentaplegic homolog 1	−1.5 (*ns*)	2.9 (1.6E−05)	1.7 (0.004)	SMAD protein complex assembly
SMAD2	Mothers against decapentaplegic homolog 2	−1.2 (*ns*)	2.7 (2.9E−07)	1.8 (5.1E−05)	
SMAD3	Mothers against decapentaplegic homolog 3	−1.1 (*ns*)	2.05 (1.5E−05)	1.4 (0.004)	
BMP1	Bone morphogenetic protein 1	−1.05 (*ns*)	2.3 (0.001)	1.8 (*ns*)	Cartilage & Bone Biogenesis
CTNNB1	Catenin (Cadherin-associated protein) beta−1	−1.06 (*ns*)	2.2 (0.001)	1.9 (0.006)	
COL2A1	Collagen alpha-1(II) chain	−2.04 (0.009)	2.1 (0.01)	−1.3 (*ns*)	
WNT5B	Protein Wnt-5b	−1.2 (*ns*)	2.3 (1.6E−05)	1.2 (*ns*)	
EIF2AK3	Eukaryotic translation initiation factor 2-alpha kinase 3	−1.08 (*ns*)	2.2 (2.9E−07)	1.7 (1.4E−05)	
ADAMTS2	A disintegrin and metalloproteinase with thrombospondin motifs 2	−1.05 (*ns*)	3.2 (2.9E−05)	1.4 (*ns*)	
ADAMTS7	A disintegrin and metalloproteinase with thrombospondin motifs 7	−1.3 (*ns*)	2.0 (1E−04)	1.05 (*ns*)	
LRP4	Low-density lipoprotein receptor-related protein 4	−1.1 (*ns*)	2.6 (9.5E−06)	1.8 (5E−04)	
FGFR1	Fibroblast growth factor receptor 1	−1.1 (*ns*)	2.1 (1.6E−06)	1.1 (*ns*)	
PAX7	Paired box 7 transcription factor	1.1 (*ns*)	2.3 (0.003)	1.4 (*ns*)	

**Notes.**

*ns* indicates for ‘not significant’.

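The 13 genes of Table 3 were matched to probes by the array names given in File S2. All 13 were higher in T11 than in C11, by 2.00-fold to 3.23-fold, and 12 were differentially expressed there, COL2A1 being the exception. When adjusted over the list alone, all 13 had an adjusted p under 0.05, but the list was chosen by the study on these samples, so this count is not independent evidence. After normexp 6 of the 13 passed, 5 of them among the 12, and without T11 vs. C11 replicate 2 the number was 7. Adding the further controls brought all 13 past the limits. Between T23 and C23, 12 were higher, with folds from 0.742 to 1.99. Limma called 0 of them differentially expressed at 23:00, as did the methods' one-way analysis without moderation, while 4 had an adjusted p under 0.05, 7 an unadjusted p under 0.05 and 7 an adjusted p under 0.05 over the list alone. At 23:00 SMAD2 and LRP4 passed without T23 vs. C23 replicate 1, PAX7 without T23 vs. C23 replicate 3 and CTNNB1 without T11 vs. C11 replicate 3. CTNNB1 also passed at 23:00 after the removal of dim probes and with the authors' summary table of processed values. With the further controls, the folds at 11:00 ran from 2.00 for ADAMTS7 to 3.19 for ADAMTS2, and those at 23:00 from -1.34 for COL2A1 to 1.89 for LRP4.
EIF2AK3 (E2AK3_HUMAN) rose from 9.49 in C11 to 10.65 ± 0.0721 in T11 (n = 3), which is 2.23-fold (log2 fold change 1.16, standard error 0.138, adjusted p = 0.000151, limma). It was higher on all 3 arrays, C11 replicates 4 and 5 had 9.34 and 9.50, and with all controls the change was 2.24-fold. Its change at 23:00 was 1.67-fold (adjusted p = 0.00311, higher on all 3 arrays). FGFR1 is represented by a pair of probes. The probe of Table 3, FGFR1_MOUSE, rose from 9.64 to 10.73 ± 0.303 (n = 3) at 11:00, 2.14-fold (adjusted p = 0.000575, 3 of 3 arrays, 2.13-fold with all controls), and 1.19-fold at 23:00 (adjusted p = 0.286). It fell below 2-fold without T11 vs. C11 replicate 3 (log2 fold change 0.98). After normexp both EIF2AK3 (0.97) and FGFR1_MOUSE (0.94) were below 2-fold at 11:00. The other probe, FGFR1_CHICK, rose 5.30-fold at 11:00 (adjusted p = 1.40e-05) and 2.12-fold at 23:00 (adjusted p = 0.00361), on all 3 arrays of each, and the latter fell below 2-fold after normexp and without T23 vs. C23 replicate 2. PAX7 rose from 11.22 to 12.44 ± 0.375 (n = 3) at 11:00, 2.32-fold (adjusted p = 0.0351, with a range over the alternatives from 0.00244 to 0.197), and its call was lost when any single 11:00 array was left out. With C11 replicates 4 (11.07) and 5 (11.30) the change was 2.29-fold. At 23:00 PAX7 was 1.48-fold higher (adjusted p = 0.305, higher on 2 of 3 arrays), and without T23 vs. C23 replicate 3 it passed, with a log2 fold change of 1.04 (adjusted p = 0.0207, in a range up to 0.745 over the alternatives).

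**Figure D4:**
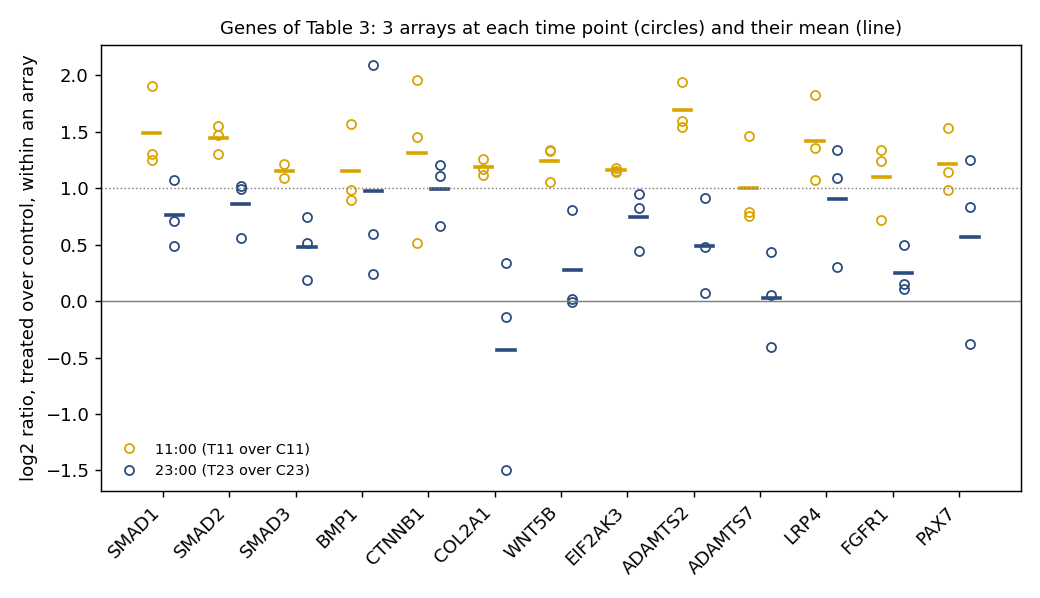
Log2 ratio of treated over control fragments for the 13 genes of Table 3, with a circle for each array (3 per time point) and a line for the fitted log2 fold change, in separate colours for T11 vs. C11 and T23 vs. C23. All lines of 11:00 lie at 1.00 or above, those of 23:00 lie below 1.00, and SMAD3 has 2 circles at 11:00 because a spot was set to missing.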

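Of the 52 probes named for protein folding in the endoplasmic reticulum, 42 were higher in T23 than in C23, with a median log2 fold change of 0.53 (camera adjusted p = 0.0124). At 11:00 the same set was lower in the treated fragments, with a median of -0.57 and 8 of 52 higher (camera adjusted p = 0.00192). These directions were the same without quantile normalization and after normexp. The increase at 23:00 rests in part on T23 replicate 3, without which the median was 0.18 (adjusted p = 0.137, in a range from 0.000678 to 0.65 over the alternatives). Few single probes passed at 23:00. HYOU1_DANRE (1.46, log2 fold change), ENPL_PIG (1.13) and EDEM3_XENLA (1.09) were higher, PDIA3_BOVIN (-1.31) and PDIP2 (-1.25) were lower, and they were named after their values were seen. In the difference between the time points, 8 of 52 probes were above 0, with a median of -0.90 (camera adjusted p = 1.09e-09). The set was written with File S2's gene lists in view, so it is not independent of the study's lists.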

Among the total gene transcripts that were differentially expressed during night-time four biological processes were found: protein folding, mitochondrial membrane, innate immune system, and protein targeting (Fig. 4B). From the unique genes during night-time three biological processes were found to be associated with ribosomal metabolism, peptide synthesis/modification/processing, and ATP synthesis and oxidative phosphorylation. 

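The 134 probes named for cytosolic ribosomal proteins had a median log2 fold change of -0.22 in T23 vs. C23, with 21 of them higher in T23 (camera adjusted p = 0.000785, downward) and a mean of 0.00. Without quantile normalization the direction reversed (median 0.04, adjusted p = 0.515), and after normexp the median was 0.01 (adjusted p = 0.955). Over all alternatives the adjusted p began at 9.12e-05. Differential expression was found for 6 ribosomal probes at 23:00, each of them higher in T23, namely RL44Q (3.60), RS23_DERVA (3.35), RL32_DROYA (3.30), RL13_SPOFR (2.92), RLA1_ARTSA (2.49) and RL13A_CHOPR (2.45, log2 fold changes). At 11:00 the median was -0.29, with 18 of 134 higher (camera adjusted p = 2.85e-06), -0.04 without quantile normalization and -0.03 after normexp, neither past the threshold. The difference between time points in this set had a median of -0.10 (adjusted p = 0.0324), which became 0.0559 with the arrays as blocks and 0.157 without T23 vs. C23 replicate 1, in a range from 0.0139 to 0.577 over the alternatives.
The 88 probes of the respiratory chain and ATP synthase had a median of 0.07 at 23:00, with 48 higher in T23 (camera adjusted p = 0.276). This increase passed the threshold without quantile normalization (median 0.24, adjusted p = 0.0128) and after normexp (median 0.23, adjusted p = 0.0104), and the adjusted p reached 0.85 over all alternatives and ranged from 0.0787 to 0.535 over the omissions of single arrays. In this set 8 probes were differentially expressed and higher at 23:00 and none were lower, among them NU4M_MYTED (4.12), COX2_DROSU (3.75) and NU5M_ANOQU (3.00). At 11:00 its median was -0.26, with 17 of 88 higher (adjusted p = 0.0192), which did not pass without quantile normalization or after normexp, with adjusted p from 2.37e-05 to 0.724 over the alternatives. In the difference between time points the median was -0.35, with 12 of 88 above 0 (camera adjusted p = 1.82e-05).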

(Fig. 4B and Tables 2 and 3). All night-time biological processes were found with high significance of FDR *p*-value <0.05.

(List of total genes for C11 vs. C23, T11 vs. C11, T23 vs. C23, and T11 vs. T23 can be found in File S2; Biological processes of these total gene transcripts analyses can be found in File S3).

In order to expand the analysis of calcification associated genes, the gene expressions of *S. pistillata*’s orthologs of *galaxin* and *galaxin-like* were analyzed through semi-quantitative real-time PCR (Figs. 5A–5B and File S1). The *galaxin* gene has displayed a high relative expression during midday (relative expression of 59.76 ± 0.89 at 11:00, C11 in Fig. 5A) with statistically significant of *p* < 0.0005 (one-way ANOVA). While in treatment with addition of 100 mg/L calcium, relative expression of *galaxin* was dropped to expression level similar to expression during night-time (relative expression of 17.72 ± 2.61 at 23:00, C23 in Fig. 5A). The expression of gene *galaxin-like* was enhanced when treated with addition of 100 mg/L of calcium with relative expression of 14.14 ± 4.83 compared to relative expression of 3.48 ±  0.96 of the expression in the control corals at 11:00 (statistically significant *p* < 0.005, one-way ANOVA, *n* = 3). During night-time an addition of 100 mg/L calcium did not change *galaxin-like* gene expression (Fig. 5B).

**Figure 5:**
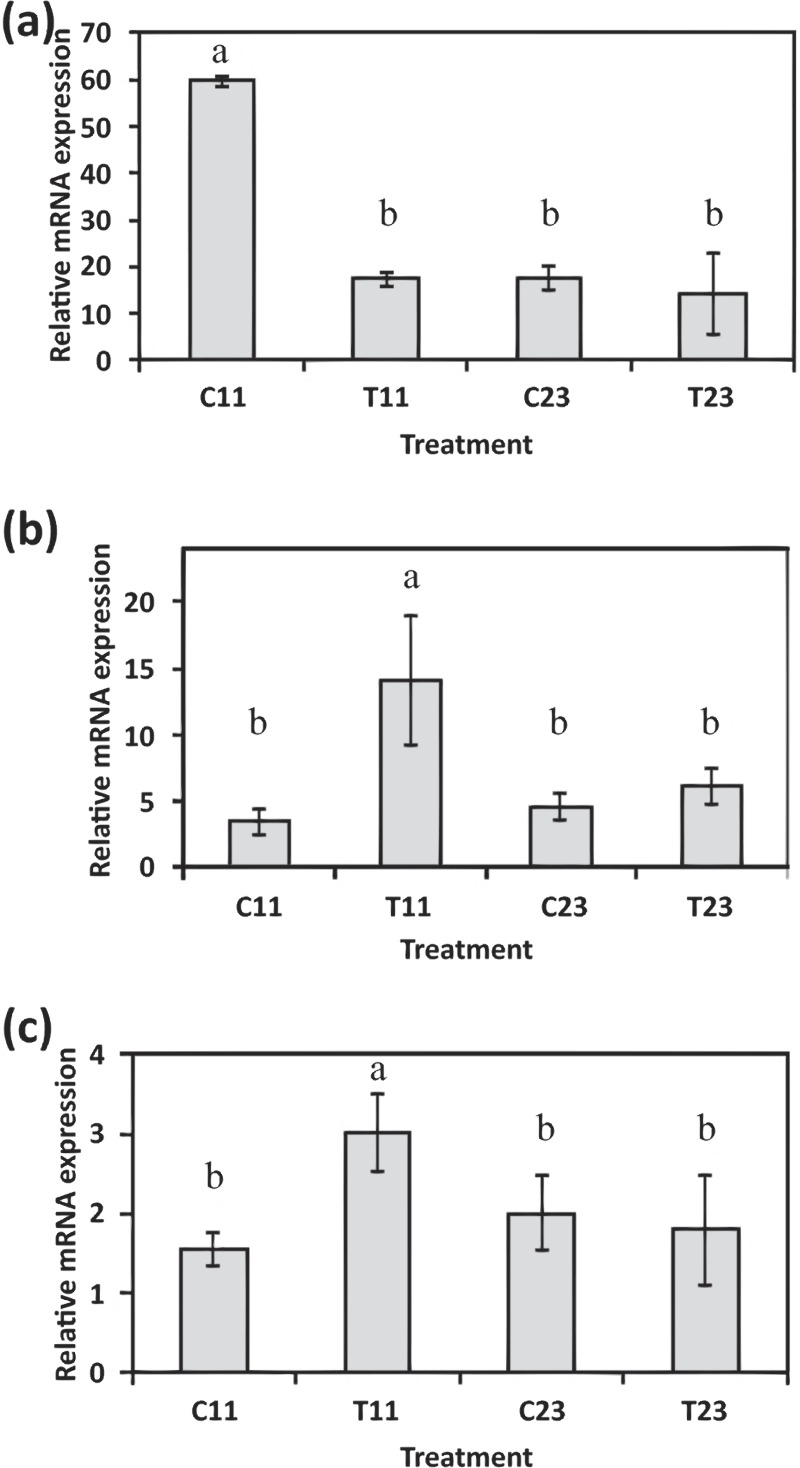
Relative mRNA expression results by semi-quantitative real-time RT-PCR for *S. pistillata*’s selected genes: *galaxin* (A), *galaxin-like* (B), and *smad1* (C). Relative gene expression was determined by the 2^−^ΔΔ^^ method and normalized by *β*-*actin*’s gene expression. Means followed by the same letter are not significantly different, one-way ANOVA followed by Tukey’s post-hoc test. Error bars represent SD. *n* = 3.

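On the microarray, SMAD1 rose from 7.36 (log2 intensity) in C11, where 2 of 3 channels were well above background, to 8.85 ± 0.407 in T11 (n = 3). This is 2.80-fold (log2 fold change 1.49, standard error 0.255, adjusted p = 0.00173, limma), and the ratios of the 3 arrays ranged from 1.25 to 1.91 (log2). The adjusted p ranged from 4.7e-05 to 0.0205 over the alternatives, and after normexp SMAD1 was not differentially expressed because its change was under 2-fold (log2 fold change 0.67, adjusted p = 0.0155). Replicates 4 and 5 of C11 had 7.11 and 7.27, and with them the change was 2.89-fold. At 23:00 SMAD1 rose from 7.95 in C23 to 8.71 ± 0.458 in T23 (n = 3), 1.69-fold, with higher values on all 3 arrays and adjusted p = 0.0523. With C23 replicate 4 (7.75) included, the change was 1.74-fold and the adjusted p 0.00952, and with the arrays as blocks 0.0243, in a range up to 0.131 over the alternatives. The changes at 11:00 and 23:00 differed by 0.73 (log2), with adjusted p = 0.299.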

Following the microarray analysis, the gene *smad1*, which was identified to be up-regulated during daytime and associated with the Smad signaling pathway was used to validate the microarray results (Fig. 5C). Semi-quantitative real-time PCR results of *smad1* displayed that its expression was elevated during the day to 3.00 ± 0.48 (T11 in Fig. 5C) when seawater had added calcium, compared to relative expression of 1.56 ± 0.2 in control corals (C11 in Fig. 5C; statistical significance *p* < 0.05, one-way ANOVA, *n* =3). However, there was no difference in the relative expression of the gene during the night-time (C23 and T23 in Fig. 5C).

## Discussion

Genetic pathways and regulatory networks are important for numerous cellular functions which enable the organism to survive in the environment through different physiological processes (Karlebach & Shamir, 2008).

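Averaged over 11:00 and 23:00, 1622 probes were differentially expressed between treated and control fragments, of which 1003 (61.8%) were higher and 619 lower. In this average the treated and the control fragments carry each dye equally often, so that a constant dye effect of a probe cancels. After normexp 798 probes passed, of which 662 (83.0%) were higher and 136 lower. Dropping the minimum fold change left 2134 (41.5%) higher and 3008 lower. The number was 1691 with the further controls and ranged from 1541 to 1632 over the omissions of single arrays. Of the 13 genes of Table 3, all were higher in the average, by 1.30-fold to 2.24-fold, 12 had an adjusted p under 0.05 and 6 also reached 2-fold, while after normexp only SMAD2 did. Of the 2529 probes differentially expressed at 11:00 or 23:00, 1571 passed in the average.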

Exposing a scleractinian coral to a seawater medium with high concentration of calcium ions caused an excessive expression of ortholog genes (Fig. 4A and 4B) which are assumed to be associated with processes of calcification, growth, and development (Tables 2 and 3). Moreover, using this approach we identified genes which are likely involved in cartilage and bone biogenesis in vertebrates.

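ADAMTS2 (ATS2_BOVIN) rose from 6.16 in C11, where 1 of 3 channels was well above background, to 7.85 ± 0.305 in T11 (n = 3). This 3.23-fold change (log2 fold change 1.69, standard error 0.301, adjusted p = 0.00222, limma) was found on all 3 arrays, with log2 ratios from 1.54 to 1.94. After normexp the log2 fold change was 0.49 (adjusted p = 0.0182, in a range from 8.84e-05 to 0.0267), and ADAMTS2 was then not differentially expressed. With C11 replicates 4 (5.99) and 5 (6.27) the change was 3.19-fold. At 23:00 it was 1.40-fold higher (adjusted p = 0.276, and 1.43-fold with C23 replicate 4, which had 6.12). ADAMTS7 (ATS7_HUMAN) rose from 8.13 to 9.13 ± 0.339 (n = 3) at 11:00, with log2 fold change 1.00 (adjusted p = 0.00641) and higher values on all 3 arrays. Because this lies at the 2-fold limit, it was differentially expressed in 10 of the 17 settings, and its log2 fold change ranged from 0.76 to 1.14 when single arrays were left out. With replicates 4 (8.10) and 5 (8.06) of C11 the change was again 2.00-fold. At 23:00 ADAMTS7 changed by 0.03 (log2, adjusted p = 0.95), with 2 of 3 arrays higher.
COL2A1 (CO2A1_XENLA) rose from 12.16 in C11 to 13.34 ± 0.38 in T11 (n = 3), 2.27-fold, on all 3 arrays, but was not differentially expressed (standard error 0.413, adjusted p = 0.0585). With C11 replicates 4 (12.29) and 5 (12.20) and C23 replicate 4 (13.15) included, the change was 2.17-fold and passed (adjusted p = 0.0145), as it did with the arrays as blocks (adjusted p = 0.0315), and over all alternatives the adjusted p ranged from 0.00615 to 0.227. At 23:00 COL2A1 was higher in T23 on 1 of 3 arrays, with a log2 fold change of -0.43 (adjusted p = 0.5) that became 0.10 without T23 vs. C23 replicate 3. In control fragments COL2A1 was lower at 11:00 than at 23:00, with a log2 fold change of -1.10 in C11 vs. C23 (adjusted p = 0.287, with a range from 0.0506 with the further controls to 0.622).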

Among the genes that were identified to be up-regulated are orthologs that encode for human collagen proteins: ADAMTS2, ADAMTS7 and COL2A1. These proteins are responsible for providing the infrastructure of a cartilaginous matrix for bone and cartilage growth in mammals. The cartilaginous matrix is composed of collagen and proteoglycans, and is generated by cartilage cells that are called chondrocytes. In addition, one of the genes identified—an ortholog of human COL2A1 is commonly used as a chondrocytic maker in the development of cartilage (Zaucke et al., 2001).

Another identified ortholog gene that emerged from the analysis is *bmp* (Bone Morphogenetic Protein) which is putatively associated with cartilage and bone promotion. 

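BMP1 (BMP1_MOUSE) rose from 5.95 in C11 to 7.10 ± 0.292 in T11 (n = 3), which is 2.22-fold (log2 fold change 1.15, standard error 0.347, adjusted p = 0.033, limma), higher on all 3 arrays with log2 ratios from 0.90 to 1.57. Only 1 of 3 C11 channels was well above background. The probe was differentially expressed in 10 of the 17 settings, with adjusted p from 0.00314 to 0.225, and the call was lost when any single 11:00 array was left out. With C11 replicates 4 (5.75) and 5 (5.64) the change was 2.34-fold. At 23:00 it was 1.97-fold higher in T23 (adjusted p = 0.0649) on all 3 arrays, with log2 ratios from 0.24 to 2.09 and 1 of 3 T23 channels well above background. With C23 replicate 4 (6.09) this change was 1.87-fold, and the adjusted p ranged from 0.0262 there to 0.304 over the alternatives. A further probe matched to BMP1, BMPH_STRPU, was well above background in no C11 channel and in 1 of 3 T11 channels, with a change of at least 1.05-fold. At 23:00 it was 1.98-fold higher (adjusted p = 0.0397, and 0.0585 with the arrays as blocks, in a range from 0.0132 to 0.231), with 1 of 3 channels of both C23 and T23 well above background.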

The BMP protein acts as an activator for cell–surface receptors, and initiates cellular processes and signaling cascades. This protein also participates in another gene signaling pathway that was up-regulated in this study: the Smad signaling pathway. 

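SMAD2 rose from 10.19 in C11 to 11.64 ± 0.117 in T11 (n = 3), 2.72-fold (log2 fold change 1.44, standard error 0.177, adjusted p = 0.000186, limma), with log2 ratios from 1.31 to 1.55 on the 3 arrays. With C11 replicates 4 (10.13) and 5 (10.09) the change was 2.74-fold. At 23:00 SMAD2 was 1.81-fold higher (adjusted p = 0.00564, 3 of 3 arrays), and without T23 vs. C23 replicate 1 it reached 2-fold (log2 fold change 1.00). SMAD3 rose from 10.56 to 11.71 ± 0.206 in T11, with n = 2 because 1 value was missing. This is 2.22-fold (log2 fold change 1.15, adjusted p = 0.0028), but without T11 vs. C11 replicate 2 only 1 treated value remained and the adjusted p was 0.0604, the highest over the alternatives, which began at 0.000108. Replicates 4 and 5 of C11 had 10.46 and 10.57, and with them the change was 2.21-fold. At 23:00 SMAD3 was 1.40-fold higher (adjusted p = 0.0825, with 0.0144 after adding C23 replicate 4 at 10.65 and a range from 0.00849 to 0.232).
Other probes named for SMAD proteins behaved differently. SMAD5_CHICK changed by -0.06 (log2) at 11:00 (adjusted p = 0.791), with values from -0.06 to 0.15 over the alternatives, and SMAD5_RAT rose by 0.43 (1.35-fold, adjusted p = 0.0424, and 0.0754 with the arrays as blocks, in a range from 0.00588 to 0.299). SMAD6_HUMAN fell from 14.04 in C11 to 12.73 ± 0.128 in T11 (n = 3), a log2 fold change of -1.31 (standard error 0.221, adjusted p = 0.00163), on all 3 arrays, and after normexp the change was -0.97 and no longer reached 2-fold. With C11 replicates 4 (13.88) and 5 (13.92) the log2 fold change was -1.27. At 23:00 SMAD6_HUMAN had a log2 fold change of -0.92 (adjusted p = 0.012), which reached -1.21 without T23 vs. C23 replicate 3 (adjusted p = 0.000493, in a range up to 0.0967).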

Smad genes are part of a transforming growth factor beta superfamily (TGF-β). The Smad genes are translated into multifunctional peptides, which play a role in the regulation of cell-type specification, proliferation, and differentiation of many cell types within a variety of species (Raftery & Sutherl , 1999; Sekelsky et al., 1995). Smad proteins are recruited after being phosphorylated by BMP receptors and assembled into a complex. The complex then migrates into the cell nucleus, and activates the transcription of specific target genes which are involved in physiological and pathological bone formation (Chen, Deng & Li, 2012; Katagiri & Tsukamoto, 2013; Miyazawa et al., 2002).

The ortholog genes that were found to be associated with cartilage development, along with *bmp* which acts as a key member gene, are known to be involved in the Wnt signaling pathway (Kim et al., 2013; Lin & Hankenson, 2011). This signaling pathway was found to be important in embryonic bone development (Wan et al., 2013), and in osteoblasts (bone cells) regulation (Glass et al., 2005; Harada & Rodan, 2003). The Wnt and TGF-β signaling pathways were identified in the gene expression analysis as being up-regulated during the day (Fig. 4). 

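WNT5B rose from 12.91 in C11 to 14.15 ± 0.171 in T11 (n = 3), 2.36-fold (log2 fold change 1.24, standard error 0.214, adjusted p = 0.00184, limma), with log2 ratios from 1.06 to 1.33 on the 3 arrays, and with C11 replicates 4 (12.85) and 5 (12.78) it was again 2.36-fold. At 23:00 it was 1.21-fold higher (adjusted p = 0.384), on 2 of 3 arrays, and without T23 vs. C23 replicate 2 the log2 fold change was 0.01. The difference between the time points was 0.96 (log2, adjusted p = 0.13), and it passed both limits without that array (adjusted p = 0.0338, in a range from 0.0209 to 0.39).
CTNNB1 (CTNB), the β-catenin gene, rose from 6.72, with 1 of 3 C11 channels well above background, to 8.03 ± 0.313 (n = 3), 2.48-fold (log2 fold change 1.31, standard error 0.283, adjusted p = 0.00657). Its log2 ratios on the 3 arrays ranged from 0.52 to 1.96, and the call was lost after normexp (0.29, adjusted p = 0.0609, in a range from 0.00258) and without T11 vs. C11 replicate 1 or 2, with values from 0.97 to 1.76 over the omissions. Replicates 4 and 5 of C11 had 7.17 and 7.10, above the mean of replicates 1 to 3, and with them the change was 2.17-fold. At 23:00 CTNNB1 was 1.99-fold higher (adjusted p = 0.027, 3 of 3 arrays). LRP4 (LRP4_MOUSE), a receptor of the Wnt pathway, rose from 8.95 to 10.37 ± 0.312 (n = 3), 2.67-fold (log2 fold change 1.42, standard error 0.23, adjusted p = 0.00127, 3 of 3 arrays), and 2.66-fold with C11 replicates 4 and 5, which both had 8.90. At 23:00 its change was 1.88-fold (adjusted p = 0.0157, 3 of 3 arrays), and it passed 2-fold without T23 vs. C23 replicate 1 (log2 fold change 1.21).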

Lipid and nitrogen metabolism genes also exhibited up-regulation, which likely corresponds to the high metabolic requirements that support the coral growth and development. During the night, coral fragments treated with high calcium concentrations showed active genes that are involved in the mitochondrial synthesis of ATP and ribosomal metabolism. Ribosomal biogenesis and the translation of proteins included within their processing, folding and degradation have shown to be activated during the night and controlled by the circadian clock in past studies (Jouffe et al., 2013; Panda et al., 2002).

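Of the 37 cell junction probes, 12 were differentially expressed and higher in T11 than in C11, and only ARVC was lower, with a log2 fold change of -1.51 at 11:00 and -2.58 at 23:00. Integrin names led the increases, with ITA2 at 3.99 (log2 fold change), ITA6 at 2.83, ITB2 at 2.60, ITB1_HUMAN at 2.34, ITB5 at 2.12 and ITA1 at 2.09, and paxillin (PAXI) rose by 2.89. At 23:00 the set was also higher in the treated fragments, with a median of 0.26 and 22 of 37 probes above 0 (camera adjusted p = 0.0119). This call at 23:00 was lost after normexp (0.0553) and without T23 vs. C23 replicate 2 (0.0865), in a range from 0.000814 to 0.511 over the alternatives. Again 12 probes were differentially expressed and higher at 23:00, with log2 fold changes of 2.93 for ITA2, 2.35 for PAXI and 2.01 for ITB2, while ITA1 was at 0.74. The difference between the time points in the effect of added calcium had a median of 0.46, with 30 of 37 probes above 0 (camera adjusted p = 0.000785). The probes named here beyond the set as a whole were chosen after their values were seen.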

The high calcium concentration treatment during the day revealed genes associated with cell junction organization process exhibiting up-regulation (Fig. 4). Indication of re-organization of the cell junctions, which mediate adhesion and communication between tissues and cells may suggest a possible role in growth and development of the organism. Goldberg (2001) and Tambutté et al. (2007) have previously reported the occurrence of anchoring cells, also named desmocythe cells, which were suggested to secure the coral tissue to the extracellular matrix and/or to the skeleton.

Along with the cellular genes emphasized from the microarray analysis, two genes that are suspected to be involved in the scleractinian coral calcification process were tested for expression (Figs. 5A and 5B). These two genes in *S. pistillata*, *galaxin* and *galaxin–like*, were found to be similar to the *Acropora millepora*’s *galaxin* and *galaxin-like1* genes (Karako-Lampert et al., 2014), and have been characterized to be associated with the calcifying organic matrix (Fukuda et al., 2003). Both genes were affected by the calcium concentration treatment, during the day, but not at night. While *S. pistillata*’s *galaxin-like* gene was up-regulated during the daytime treatment, the *galaxin* gene was down-regulated, and was similar to night-time expression levels. These results are interesting because *galaxin* was first found due to its high levels in the organic matrix of scleractinian coral, and it was characterized as a soluble protein (Watanabe et al., 2003) and localized along the calcifying septa (Reyes-Bermudez et al., 2009). According to the findings of Reyes-Bermudez et al. (2009), the *galaxin-like* gene is considered to be a gene expressed only during planula stages (free swimming planula, pre-settled and post-settled planula in the case study of *A. millepora*), and not in the adult stages. Our results suggest that the role of galaxin genes in *S. pistillata* is possibly different from that in *A. millepora*.

The evidence of ortholog genes expression which likely associated with Smad proteins, Wnt, TGF-β signaling pathways, and cartilage formation in *S. pistillata* supports previous reports suggesting that gene regulatory pathways of development and biomineralization processes across the metazoan evolution are considerably conserved (Jackson et al., 2007; Marin et al., 2008). This study suggests that the Wnt signaling pathway cooperates with the TGF-β signaling pathway, similar to the mammalian cellular mechanism (Chen, Deng & Li, 2012). Both pathways appear to be responsible for the differentiation and proliferation of cell type similar to bone mass and osteoblasts (Fig. 6). Similarities between invertebrates and vertebrates regarding the elements associated with calcification process come in agreement with previous reports of Atlan et al. (1997) and Liao et al. (1997). Those studies showed that nacre implants from a bivalve mollusk were successfully incorporated and transplanted into a mammalian bone tissue due to similarity between the growth proteins present in nacre and those in bone. Similarity between the osteoblasts and the calicoblastic epithelium cells of scleractinian coral was also shown in the localization of the protein BMP in the tissue of *S. pistillata* (Zoccola et al., 2009), and for its role in the coral biomineralization (Mass et al., 2016; Zoccola et al., 2009).

**Figure 6:**
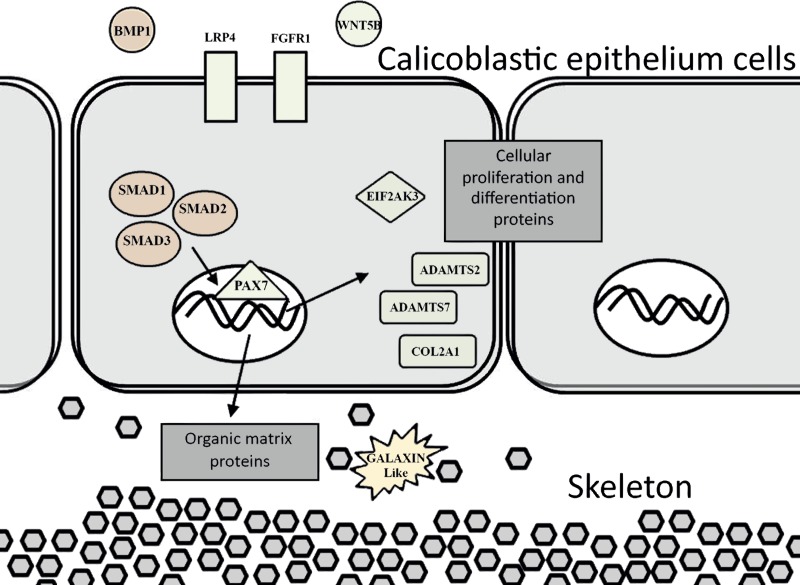
Proposed model for calicoblastic cells exhibiting cellular Wnt and TGF- β pathways during daytime calcification process. Members of Wnt are in green and TGF-β in orange.

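The difference between 11:00 and 23:00 in the effect of added calcium was tested itself, as (T11 - C11) - (T23 - C23). It passed both limits for 154 of the 14605 probes, with 119 (77.3%) of them more increased or less decreased at 11:00. This number and its balance depend on the setting. It was 47 with the arrays as blocks, 913 with the further controls (487 and 426), 614 with arrays as random blocks (354 and 260) and 276 after the removal of dim probes, and it fell to 14 without T11 vs. C11 replicate 3 and rose to 298 without T23 vs. C23 replicate 3. Of the 2529 probes differentially expressed at either time point, 120 were among the 154. The median difference over all probes was -0.0149 (log2).
NEK6 had the clearest difference among the named genes. It rose from 6.34 in C11 (1 of 3 channels well above background) to 7.53 ± 0.229 in T11 (n = 3), 2.28-fold (adjusted p = 0.00103, 3 of 3 arrays), and after normexp this rise did not pass. At 23:00 it was lower in the treated fragments, and the difference was 5.39 (log2, adjusted p = 1.89e-05), found in every setting. Most of it lies between the controls, with -4.76 in C11 vs. C23 (log2, adjusted p = 2e-06), against 0.62 in T11 vs. T23 (adjusted p = 0.13). C11 replicates 4 and 5 had 6.00 and 5.61. TWIST was lower at both time points, with a difference of -1.15 (adjusted p = 0.0487) that was lost with the arrays as blocks (adjusted p = 0.0827, in a range from 0.00242 to 0.296), when any single array was left out and under both other scalings. Because the treated fragments carried Cy5 at 11:00 and Cy3 at 23:00, a difference between the time points and a dye effect of the probe are not separated in these values.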

Exposing *S. pistillata* to seawater with an elevated calcium concentration resulted in up-regulation of gene expression during the day relative to the night. In addition, the effect of the high calcium concentration was stronger in the calcification rates during day compared to the night (Fig. 2). Previous studies showed that the coral calcification process has a diel rhythmic cycle of increasing rates towards midday, and then decreasing towards dusk (Gutner-Hoch et al., 2016; Schneider et al., 2009). This could be an indication of a controlled expression of genes responsible for calcification during daytime, as evidenced by the up-regulation of genes associated with the cartilage and bone biogenesis process. 

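In the control fragments, only BMP1 and PAX7 of the 13 genes of Table 3 were higher at 11:00 than at 23:00, and BMP1 was lower with the further controls. Limma and the methods' one-way analysis without moderation called 0 of them differentially expressed in C11 vs. C23, with an unadjusted p under 0.05 for SMAD1 and COL2A1. In the treated fragments all 13 were higher in T11 than in T23, by 1.09-fold to 2.12-fold. Both tools called 0 of these differences, 5 had an unadjusted p under 0.05, ADAMTS2 and FGFR1 had an adjusted p under 0.05 over the list alone, and ADAMTS2 passed with the further controls included and without T23 vs. C23 replicate 2. The effect of added calcium was larger at 11:00 than at 23:00 for all 13, with a ratio of the folds from 1.13 to 3.06, though BMP1 and CTNNB1 changed sign under other settings, with log2 differences down to -0.19 and -0.14. Both tools called 0 of these differences over all probes, 7 had an unadjusted p under 0.05, and WNT5B, ADAMTS7 and FGFR1 had an adjusted p under 0.05 over the list alone. With the further controls COL2A1 and ADAMTS2 passed. The T11 vs. T23 and C11 vs. C23 values also compare Cy5 with Cy3 or Cy3 with Cy5.
The paper starts from the stronger effect of added calcium on expression and on calcification rates during the day, and sets beside it the diel rhythm of calcification that earlier studies report. From the up-regulation of genes associated with cartilage and bone biogenesis (Table 3), it proposes a controlled expression of calcification genes during daytime, and it names the daytime activity of the endo-symbionts as another possible explanation.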

Another possible explanation is the activity of the coral endo-symbionts during daytime which acts as important mean of energy to the coral’s cellular functions and physiology (Colombo-Pallotta, Rodríguez-Román & Iglesias-Prieto, 2010). Hence, it could be suggested that the small differences in the calcification rates observed between 100 mg/L and 200 mg/L calcium additions during the day could be a result of relatively mediocre photosynthetic activities of the endo-symbionts, but this should be further studied.

Uncovering regulatory genes involved in the scleractinian biomineralization process and their coded proteins is truly a challenge because genetic manipulation methods of mutagenesis are not yet accessible in scleractinian corals. However, the use of antagonists for the TGF-β/BMP and Wnt pathways associated with the coral calcification process has not been tested. Studying coral calcification with antagonists can provide further information and knowledge to better understand the role and function of genes that participate in the cellular control mechanism, and in the coral organic matrix.

##  Supplemental Information

10.7717/peerj.3590/supp-1 File S1 Calcification rates raw data Click here for additional data file.

10.7717/peerj.3590/supp-2 File S2 DE genes microarray names and annotated names Click here for additional data file.

10.7717/peerj.3590/supp-3 File S3 Biological process from the research analyses Click here for additional data file.

# Supplementary material for: Identifying genes and regulatory pathways associated with the scleractinian coral calcification process
**Source:** PeerJ. 2017 Jul 20;5:e3590. doi: 10.7717/peerj.3590
**Supplement:** File S3

C11 vs C23:

| **Biological process** | **FDR** | **# gene transcripts** |
| --- | --- | --- |
| Mitochondrial ATP synthesis coupled electron transport | 0.016 | 6 |
| Endoplasmic reticulum lumen | 0.016 | 9 |
| Chaparone binding | 0.017 | 10 |
| Oxidaive phosphorylation | 0.036 | 6 |
| Cellular respiration | 0.059 | 8 |
| Translational elongation | 0.059 | 8 |

T11 vs C11:

| **Biological process** | **FDR** | **# gene transcripts** |
| --- | --- | --- |
| small conjugating protein ligase binding | 1.41 x 10^-7^ | 23 |
| SMAD binding | 1.3 x 10^-4^ | 11 |
| Extracellular matrix organization | 2.57 x 10^-4^ | 27 |
| Response to transforming growth factor beta | 7.14 x 10^-4^ | 19 |
| Cell junction organization | 1.73 x 10^-3^ | 19 |
| Cellular amino acid catabolic process | 2.26 x 10^-3^ | 11 |
| Wnt signaling pathway | 5.78 x 10^-3^ | 19 |
| Response to reactive oxygen species | 1.71 x 10^-2^ | 10 |

T23 vs C23:

| **Biological process** | **FDR** | **# gene transcripts** |
| --- | --- | --- |
| Response to unfolded protein | 1.32 x 10^-4^ | 18 |
| Protein targeting | 5.15 x 10^-4^ | 22 |
| Ubiquiting protein ligase binding | 1.49 x 10^-3^ | 16 |
| Response to endoplasmic reticulum stress | 2.91 x 10^-3^ | 14 |
| Mitochondrial membrane | 3.65 x 10^-3^ | 22 |
| Activation of innate immune response | 1.57 x 10^-2^ | 14 |

T11 vs T23:

| **Biological process** | **FDR** | **# gene transcripts** |
| --- | --- | --- |
| extracellular matrix organization | 9.63 x 10^-5^ | 16 |
| Water transport | 0.055 | 4 |
| Cellular modified amino acid metabolic process | 0.09 | 3 |

How the deposited data were processed for this re-analysis (not part of the article)

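RNA of *Stylophora pistillata* was measured on 8 arrays of a 2-colour Agilent microarray, all of 1 slide and 1 scan date, so that no slide or scan had to be considered as a batch. Of these, 3 arrays set C11 (Cy3) against T11 (Cy5), 3 set T23 (Cy3) against C23 (Cy5), 1 set C11 (Cy3) against C23 (Cy5) and 1 set C11 (Cy3) against planula larvae (Cy5). The condition, time, dye and replicate of every channel were taken from the sample labels and checked against the methods of the paper.

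The authors scanned the arrays and processed them with Feature Extraction 9.5.1.1. They deposited, for each spot and channel, the mean and background intensity, a processed intensity after background correction and LOESS dye normalization, marks for outlying, saturated and dim spots, and the log10 ratio of Cy5 over Cy3. The authors also deposited a table of signed fold changes of Cy5 over Cy3 for each array, in which a ratio below 1 is written as its negative inverse and whose further normalization is not stated. Of its 14616 gene names, 14559 were matched to probes, and the values were put on the log2 scale with their sign. Every column of it was matched to an array. As a check of scale and direction, the log10 ratio was recomputed from the processed intensities, and between 97.3% and 99.9% of the spots of an array were equal to the authors' value within 0.001. The methods of the paper name a quantile normalization and a one-way analysis of variance at a false discovery rate under 0.05 and at least a 2-fold change. The processed intensities are values before that quantile normalization, and for the table of signed fold changes this is not known.

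The processed intensities were read with R 4.3.3 and data.table 1.17.8 and put on the log2 scale. Control spots were left out, and spots marked as non-uniform or as population outliers were set to missing in that channel. Of the 14605 probes, 45 were printed in 10 spots, 198 in 2 and 14362 in 1, and the spots of a probe were averaged. Different probes of a gene name were kept apart. The 12 channels of the 6 treatment arrays were quantile normalized and fitted with limma 3.58.1 as 4 group means (lmFit and eBayes), and each comparison was two-sided with Benjamini-Hochberg adjustment over the 14605 probes. Moderated tests replaced the plain analysis of variance, which was run as an alternative. The comparisons were T11 vs. C11, T23 vs. C23, C11 vs. C23, T11 vs. T23, the average of both treatment effects and the difference between them (the interaction). Principal components were computed on centred, unscaled log2 values.

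Named genes were every probe of the 13 genes of Table 3, the probes named for galaxin, SMAD and the actin used as the real-time PCR reference, and, for each time point, the 5 named probes with the largest positive and the 5 with the most negative log2 fold change among those differentially expressed and changed in the same direction on every array. The 13 genes were matched through the array names in File S2. That file holds fewer genes than the counts the paper gives, so it was used for names only and no overlap with it was tested. The 10 gene sets were formed from protein names and tested with camera (inter-gene correlation 0.01), with fry and an estimated correlation beside it. The sets of axonemal genes, actin and protein folding were prompted in part by gene lists in File S2, and the axonemal set also takes in names that share a pattern with axonemal ones. A list of immediate early genes was added after the largest changes had been seen.

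The replicate numbers of the labels follow the arrays, and each number of a time point puts a treated and a control channel on 1 array. Deviations from the group means correlated, across probes, with r of 0.409, 0.463 and 0.601 for the channels that shared a T11 vs. C11 array, and of 0.63, 0.491 and 0.5 for those that shared a T23 vs. C23 array, against values from -0.451 to -0.138 for channels of different arrays. The channels of an array are therefore paired, and a fit with the array as a block was run as an alternative. Channels of 1 array share its LOESS normalization.

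The alternatives were the methods' analysis of variance without moderation, no quantile normalization, normexp background correction of the mean intensities (offset 50) with LOESS and scaling of the average intensities (Aquantile), a filter that kept the 12167 probes well above background in every channel of at least 1 group, outlier spots kept, the replicate block, arrays as random blocks (intraspot correlation 0.282, statmod 1.5.0), all adult channels with C11 replicates 4 and 5 and C23 replicate 4, the 7 arrays without planula, fits of only the 2 groups compared, the authors' processed table, other thresholds, and each array left out in turn. Gene sets were also tested with 1 probe per gene name. The controls' spread, 100 other splits of the channels, dye effects, symbiont probes and dim probes were tested as described with the observations.

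The negative control spots, 77 per array, were marked well above background in 9 of 1232 cases (0.731%). The number of arrays limits the precision of each value. A probe that was not well above background in any channel of a group has only a bound there.

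The scripts were tested on simulated data for the 14605 probes, with 200 probes of each class changed by 2 (log2). In T11 vs. C11 the group fit found 87.5% of the probes changed at 11:00 only and 12 of the 14005 unchanged ones. A simulated dye effect of that size was found in T11 vs. C11 for 88.5% of the probes and in the interaction for 93.5%, and in the average for 0 of them. A simulated set of 50 probes, raised in T11 by a smaller step, had a camera p of 6e-41 and an unchanged set 0.623. The simulated channels were independent, with 1 spread per probe for all groups. They lacked the pairing by array, the unequal spread of treated and control channels and any correlation between genes. These values therefore test the scripts and do not give error rates for the real data. Calcification rates from File S1 were compared by exact permutation tests with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The real-time PCR and the gene ontology analysis of the paper were not analysed here.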

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

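The test of the controls' spread, with which the values far from their group are weighed here, was chosen only after its result had been seen, and the other tests were planned.

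Among the named genes, 9 of 70 groups of 4 or 5 control channels held a value far from the others, where chance gives about 1 in 20. In a further 6 groups, of component scores and of the percentage of spots well above background, no value was as far. C11 replicate 1 was the channel apart in 3 of them. Its BMP1_MOUSE value was 6.30 (log2) against 5.64 to 5.76 in the other C11 channels, its CTNB value 6.00 against 6.86 to 7.18, and its CO2A1_XENLA value 11.73 against 12.20 to 12.29. C11 replicate 2 had 10.19 for SMAD5_RAT (others 10.29 to 10.31) and 9.14 for CYLD_PONAB (others 8.80 to 8.90), and C11 replicate 5 had 9.68 for CATL1_CANFA (others 9.46 to 9.51). In C23, replicate 3 had 10.70 for SMAD2 (others 10.42 to 10.43), and replicate 4 had 7.19 for CTNB (others 6.85 to 6.91) and 5.79 for HE_HEMPU (others 8.06 to 8.45). Of the 6 groups of calcification rates, 0 held such a value by the same rule. The control channels of a time point vary little in general, and on the 500 probes most variable in treated channels their median SD was at most 1.21 times that over all probes, so that a shift in 1 channel stands out in these groups even where it is small, as for SMAD5_RAT. The shifts of HE_HEMPU in C23 replicate 4 and CTNB in C11 replicate 1 are not small, and a technical cause was not tested for any of these values. BMP1_MOUSE and CTNB were well above background in only 1 of the first 3 C11 channels, where noise is larger. Array differences, noise and differences between fragments all stay open, and no biological explanation was tested for single channels.

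The effect of added calcium differed between 11:00 and 23:00 for 154 probes by the interaction test. Among the named genes these were CATL1_CANFA (interaction -6.61, log2, adjusted p = 0.0153), TCF15_CHICK (-1.56, adjusted p = 0.0118), TWIST (-1.15, adjusted p = 0.0487), U402 (6.09, adjusted p = 0.00113) and NEK6 (5.39, adjusted p = 1.89e-05). Only U402 and NEK6 passed under every setting run. In NEK6 the interaction comes mostly from the controls, with -4.76 (log2) in C11 vs. C23 (adjusted p = 2e-06) against 0.62 in T11 vs. T23 (adjusted p = 0.13). For U402 and CATL1_CANFA, C11 vs. C23 was -5.10 and 5.73 (adjusted p = 0.000131 and 0.00364). T11 vs. T23 was 0.99 and -0.88 there (adjusted p = 0.172 and 0.508). These small values cannot show that the treated groups were alike, because most of their channels were near background. In T11, 1 of 3 channels was well above background for both probes, and in T23 0 of 3 for U402 and 1 of 3 for CATL1_CANFA. If the controls of a time point were 1 RNA, the control differences would compare 1 RNA with 1 RNA, in Cy3 and Cy5. For CATL1_CANFA the call of the control difference was itself lost in 2 omissions of single arrays (adjusted p up to 0.0581). With single arrays left out, the number of probes ranged from 14 (without T11 vs. C11 replicate 3) to 298 (without T23 vs. C23 replicate 3). U402 and NEK6 had channels near background, U402 in all of C11 and T23, NEK6 in 2 of 3 C11 channels. CATL1_CANFA was well above background in 1 of 3 T11 and in no C23 channel, and its call was lost in 4 of the 6 omissions of single arrays, with adjusted p from 0.00339 to 0.151 over the 6. The call of TWIST was lost in all 6 (adjusted p from 0.0747 to 0.237). TCF15_CHICK was well above background in no treated channel, so its interaction compares control levels with a floor, and the call was lost with the array as a block (adjusted p = 0.0578), with the authors' processed table, without quantile normalization (0.11), after normexp (interaction -0.14, adjusted p = 0.807) and in 4 of the 6 omissions (0.0114 to 0.0829), while it passed with the further controls (0.000223). The fitted changes of these dim probes are no bounds. Other splits of the channels were tested in a simpler model, which compares 6 channels with 6 with treatment as a covariate. There the real split gave 48 probes and was the 1 of 100 splits with as many, so chance can be excluded for a count of this size there, but not for each of the 48 probes, since another split gave 14. The fit that gave the 154 was not split, and all splits take the control channels as separate samples. The real split is also the split of the dyes, because treated channels carried Cy5 at 11:00 and Cy3 at 23:00.

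Dye effects of the probes were tested on the arrays without added calcium, across probes, which are not independent replicates. The mean Cy5 over Cy3 ratio of the 6 treatment arrays correlated with that of the C11 vs. C23 array with r = 0.648, but both hold control RNA of the same groups, and with that of the planula array with only r = 0.0645. T11 minus T23, which shares no sample with these arrays, correlated with r = 0.244 with the C11 vs. C23 array and r = 0.123 with the planula array. A time effect shared by treated and control fragments would give a negative correlation with the C11 vs. C23 array. These values are consistent with a dye effect in part of the interaction, but the correlations are weak and its size is open. Time of day and dye cannot be told apart probe by probe, since no treated sample was labelled with the other dye at the same time point. A biological difference between day and night stays among the open explanations.

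For 6 gene sets the effect of added calcium also differed between the time points, by camera's test of the interaction. The adjusted p was 0.0324 for the cytosolic ribosome, 1.82e-05 for the respiratory chain and ATP synthase, 1.09e-09 for protein folding in the endoplasmic reticulum, 0.000785 for cell junction, 1.05e-07 for collagen and ADAMTS and 9.71e-11 for axonemal genes. None of these held with the correlation between genes estimated from the data, where the adjusted p ranged from 0.421 to 0.591. The ribosome was also lost with the array as a block (0.0559), after normexp (0.0644), without T11 vs. C11 replicate 1 (0.111) and without T23 vs. C23 replicate 1 (0.157), in a range from 0.0139 to 0.577, and the respiratory chain under fry (0.12). A dye effect (r = 0.123 in the test on the planula array) could shift a set only if its probes shared one, which was not tested per set, so dye and time of day stay open here too.

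The paper does not report on the planula larvae hybridised on 1 array. On it, 6712 of 14600 probes (46.0%) differed 2-fold or more from C11 replicate 5, with 3063 higher and 3649 lower in planulae. On the C11 vs. C23 array the corresponding number was 709 of 14569 (4.87%), so the difference is far above that between adult controls. With normexp background correction the planula number fell to 1252, so the number depends on how the background is treated. Dye effects enter both arrays and were not separated from the samples on either. Probes named for the algal symbiont had a median log2 ratio of -0.70 on the planula array, against 0.09 for the other probes, and 84 of 204 were at least 2-fold lower in planulae, so the share of symbionts stays open as a part of the difference. It could not be separated from life stage and sample quality with 1 array and no replicate, and life stage and sample quality were not tested.

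Probes named for the algal symbiont gave signal as well, with 170 of 204 (83.3%) well above background in all 12 channels, against 69.3% of the other probes. The paper does not discuss them. Signal from coral RNA that binds these probes was not tested. A change in the amount of symbiont RNA with added calcium is argued against by their median change, which differed from that of the other probes by 0.0776 (log2) at 23:00 and 0.102 at 11:00, where more than 0.5 was set in advance as the sign of such a change.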

How the results depend on the processing

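None of the tests and alternatives reported here was chosen after its result had been seen.

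Of the alternative values for named probes, 2048 kept their direction and their side of the threshold, 45 newly passed it, 73 no longer passed and 0 of the probes past it changed sign. Values past the threshold in neither setting are counted as unchanged whatever their sign. For gene sets the numbers were 494 unchanged, 25 newly past the threshold, 40 no longer past it and 1 reversed. Of the counts of probes, 220 stayed within 1.5 times the reported one and 66 did not. None of the 48 calcification differences with a fragment left out passed the adjusted p threshold, and none had passed with all fragments. With all fragments the smallest possible exact p was 0.0286, so unchanged calls say little here. The difference for 100 mg/L at 23:00 was -0.0075 with all fragments. It ranged from -0.0208 to 0.00667 with a fragment left out, so its sign changed.

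Background correction by normexp with an offset moved the most counts. It gave 858 probes in T11 vs. C11, 966 in T23 vs. C23, 51 in C11 vs. C23, 52 in T11 vs. T23 and 798 in the average. Both time points shared 562 probes, with 296 only at 11:00, 404 only at 23:00 and 1262 at either. Of the 13 genes of Table 3, 6 passed at 11:00 and 1 in the average. The distance between treated and control channels on the first component was 67.2, and 1252 probes differed 2-fold on the planula array. The offset shrinks fold changes of dim probes by construction, and its share in these changes was not tested apart from the rest of the correction.

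The interaction count moved under most alternatives. It was 276 with the filter on dim probes, 47 with the replicate block, 614 with arrays as random blocks, 913 with all adult channels, 730 with the 7 arrays and 49 with the authors' processed table. At an unadjusted p under 0.05 and 2-fold it was 1179, and by 2-fold alone 1796. In C11 vs. C23 the count was 266 with all adult channels, 204 with the 7 arrays and 344 with only these groups in the fit. It was 141 without a minimum fold, 391 at an unadjusted p with 2-fold and 699 by 2-fold alone. In T11 vs. T23 it was 183 with all adult channels, 151 with the 7 arrays and 2 with only these groups in the fit, and by threshold 183, 401 and 677 in the same order. Without a minimum fold, T11 vs. C11 had 3850 probes, T23 vs. C23 3719, the average 5142, both time points 2196, only 11:00 1654, only 23:00 1523 and either 5373. Without a minimum fold, fewer probes were higher than lower in T11 vs. C11 (45.2%), T23 vs. C23 (43.2%) and the average (41.5%). More calls from looser thresholds follow from their construction. The counts with only the compared groups in the fit go with the unequal spread of control and treated channels, which the main fit shares among all groups. Fewer channels also estimate the spread there. For the other changes the cause was not tested.

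Of the genes of Table 3, 1 passed at 23:00 with the filter on dim probes and 1 with the authors' processed table, CTNNB1 in both cases. ADAMTS2 was the 1 gene that passed in T11 vs. T23 with all adult channels and the 1 with the 7 arrays. For the interaction 2 passed with all adult channels, COL2A1 and ADAMTS2. The cause was not tested.

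The ribosome at 23:00 reversed its direction without quantile normalization (adjusted p = 0.515) and lost its call after normexp (0.955) and with an estimated correlation (0.421). The respiratory chain at 23:00 passed without quantile normalization (0.0128) and after normexp (0.0104). Protein folding at 23:00 was lost with an estimated correlation (0.65) and under fry (0.211). The SMAD and TGF-β set at 11:00 passed downward under fry (0.0205), and the Wnt set passed upward with the filter on dim probes (0.0264), under fry (0.000699) and with 1 probe per gene name (0.0382). Cell junction at 11:00 was lost with an estimated correlation (0.326), and collagen and ADAMTS with an estimated correlation (0.591) and under fry (0.0531). Amino acid metabolism at 11:00 passed under fry (0.0135). An estimated correlation widens camera's null distribution by construction, and for the other settings the cause was not tested.

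With the array as a replicate block, 1981 probes passed in T11 vs. C11 and 1925 in T23 vs. C23. Apart from the interaction count, the block lost the interaction of TCF15_CHICK (adjusted p = 0.0578) and TWIST (0.0827) and that of the ribosome (0.0559). COL2A1 passed at 11:00 (0.0315). The adjusted p crossed 0.05 without a change of call under the 2-fold limit for SMAD1 (0.0243) and BMPH_STRPU (0.0585) at 23:00 and for SMAD5_RAT (0.0754) and U402 (0.031) at 11:00. It changed no other call of a named gene or gene set at 11:00, at 23:00 or in the interaction.

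With single arrays left out, T11 vs. C11 ranged from 1351 (without T11 vs. C11 replicate 2) to 1979 (without T23 vs. C23 replicate 3), T23 vs. C23 from 1480 to 1785, C11 vs. C23 from 33 to 273, T11 vs. T23 from 21 to 240, the average from 1541 to 1632 and the interaction from 14 (without T11 vs. C11 replicate 3) to 298 (without T23 vs. C23 replicate 3). Probes at both time points ranged from 877 to 1017, only at 11:00 from 474 to 962, only at 23:00 from 463 to 853 and at either from 2084 to 2621. The genes of Table 3 that passed ranged from 7 to 13 at 11:00, from 0 to 2 at 23:00, from 0 to 0 in C11 vs. C23, from 0 to 1 in T11 vs. T23, from 4 to 7 in the average and from 0 to 1 in the interaction. Limma made these calls. In the reported fit 0 passed at 23:00, in C11 vs. C23, in T11 vs. T23 and in the interaction, where 7, 2, 5 and 7 had an unadjusted p under 0.05. The adjusted p of protein folding at 23:00 ranged from 0.000678 to 0.137, the latter without T23 vs. C23 replicate 3, and that of the Wnt set at 11:00 from 0.0175 to 0.172. The sets that kept their side of 0.05 were the ribosome (0.00057 to 0.0107) and the respiratory chain (0.0787 to 0.535) at 23:00, and at 11:00 SMAD and TGF-β (0.599 to 0.984), cell junction (4.1e-07 to 2.42e-05), collagen and ADAMTS (1.15e-05 to 0.00621) and amino acid metabolism (0.119 to 0.209).

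Signal over background limits the dim probes. BMP1, CTNNB1 and ADAMTS2 were well above background in 1 of 3 C11 channels, and their fold changes at 11:00 rest on values close to background. Each array left out leaves a pair of channels in its groups, and SMAD3 with 1 value in T11 in 1 of these fits, where it was assumed to vary like the other groups.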

Differences from the paper's values

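None of the alternatives compared here was chosen after its result had been seen.

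For 5 fold changes of Table 3 the value differed from the paper's by more than the replicate SD, or in sign. The paper's fold for SMAD3 in C11 vs. C23 is -1.1 and the value here -1.22. Of the alternatives set before the data were examined, the difference was within the spread with all adult channels, with the 7 arrays, without T11 vs. C11 replicate 3 and without T23 vs. C23 replicate 2, and not in the others, with values from -1.25 to -1.18. For SMAD3 in T11 vs. C11 the paper's fold is 2.05 and the value here 2.22. It was within the spread with outlier spots kept, with the authors' processed table (2.06) and without T11 vs. C11 replicate 2, and not in the others, in a range from 2.05 to 2.37. For BMP1 in C11 vs. C23 the paper's fold is -1.05 and the value here 1.05. The sign was the paper's without quantile normalization, with all adult channels, with the 7 arrays, without T11 vs. C11 replicate 1 and without T23 vs. C23 replicate 3, and not in the others, in a range from -1.09 to 1.19. BMP1 was close to background in these channels.

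For COL2A1 in T11 vs. C11 the paper's fold is 2.1 and the value here 2.27. It was within the spread with all adult channels, with the 7 arrays and without T11 vs. C11 replicate 2, and not in the others, in a range from 2.17 to 2.59. For EIF2AK3 in T11 vs. C11 the paper's fold is 2.2 and the value here 2.23, which differ by more than a small replicate SD. They did not with the filter on dim probes, with outlier spots kept, with the authors' processed table, without T11 vs. C11 replicate 2 and without T23 vs. C23 replicate 1, and did in the others.

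None of the paper's counts of transcripts differed by more than 1.5 times from those here. The paper's 1957 and 1924 transcripts at 11:00 and 23:00 stand beside 1786 and 1765 probes, and the nearest settings were arrays as random blocks (1958 and 1925), the replicate block (1981 and 1925) and the authors' processed table (1988 and 1923). The paper's increases of the calcification rate at 11:00, 54% and 104%, equal those from File S1.

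The paper calls COL2A1 significant in T11 vs. C11. Its methods set a false discovery rate for differential expression, and the legend of Table 3 does not say whether the p given there is adjusted. Here its adjusted p was 0.0585 (unadjusted 0.0163). COL2A1 passed after normexp, with the filter on dim probes, the replicate block, arrays as random blocks, all adult channels (0.0145), the 7 arrays, the authors' processed table, and without T23 vs. C23 replicate 2 or 3, in a range from 0.00615 to 0.227. In C11 vs. C23, where the paper also calls COL2A1, the adjusted p was 0.287 (unadjusted 0.0229), in a range from 0.0506 to 0.622, so it passed in none of the settings.

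The paper calls SMAD1 and SMAD3 significant at 23:00. Their adjusted p was 0.0523 and 0.0825, and the unadjusted p 0.0135 and 0.0252. The adjusted p of SMAD1 was under 0.05 with the filter on dim probes (0.0383), the replicate block (0.0243), arrays as random blocks (0.0183), all adult channels (0.00952), the 7 arrays (0.0142) and the authors' processed table (0.0239), in a range up to 0.131. That of SMAD3 was under 0.05 after normexp (0.00849), with arrays as random blocks (0.0342), all adult channels (0.0144) and the 7 arrays (0.0212), in a range up to 0.232.

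The paper describes Smad signalling as up-regulated, from processes found among its up-regulated genes. Of the 31 SMAD and TGF-β probes here, 17 were higher in T11. Camera's direction was down with an adjusted p of 0.982, in a range that includes 0.0205 downward under fry. SMAD3, differentially expressed and higher in T11 (log2 fold change 1.15), is not counted in this set. The set takes in probes by name, whether a member promotes or restrains the pathway. Its direction is therefore not a measure of signalling and does not count against the paper's description. The paper describes ribosomal genes as active at 23:00 in the treated fragments. Of the 134 ribosomal probes, 21 were higher in T23 with a median log2 fold change of -0.22, while the 6 differentially expressed ones were all higher in T23. The direction of the set reversed without quantile normalization, with a median of 0.04 (adjusted p = 0.515, in a range from 9.12e-05 to 0.955 over the alternatives).

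In Fig. 2A the bars at 11:00 stand at about 0.11, about 0.21 and about 0.28, read by eye, for natural seawater and for 100 and 200 mg/L of added calcium. The means from File S1 are 0.125, 0.193 and 0.255.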

Other observations

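The tests of the controls' spread and of the immediate early genes, and the count of probes well above background in both groups, were chosen only after results had been seen, and the other tests reported here were planned.

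For the comparisons of 3 channels with 3, chance cannot be excluded by other splits of the channels, because 10 splits allow no share under 0.1. In T11 vs. C11, T23 vs. C23, C11 vs. C23 and T11 vs. T23, 1 of the 10 splits, the real one, gave as many probes. The highest count of another split was 1 against 1786 in T11 vs. C11 and 2 against 1765 in T23 vs. C23. It was 0 against 87 in C11 vs. C23, but 35 against 79 in T11 vs. T23. For the average effect of added calcium chance can be excluded. A model of only treated against control channels gave 1602 probes, and 1 of 100 splits of the 12 channels, the real one, gave as many. Among the 32 splits that part both channels of every array, as the real one does, it was again the only one (share 0.0312).

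Noise of dim probes was tested as an explanation for the probes differentially expressed at 11:00 and 23:00. Of the 1786 at 11:00, 1669 (93.4%) still passed when only probes well above background in every channel of a group were kept, and of the 1765 at 23:00, 1653 (93.7%). That filter keeps a probe that is bright in any group, so a change can itself decide which probes are kept. Counted without a new fit, 1229 of the 1786 (68.8%) were well above background in every C11 and T11 channel, as were 71.3% of all probes, and 1288 of the 1765 (73.0%) in every C23 and T23 channel, as were 74.2% of all probes. These counts argue against noise near background as the main source of the lists, though not for single dim probes. Normexp, which shrinks changes of dim probes, left 858 and 966 probes past both limits, so the size of the lists depends on how the background is treated.

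A dye effect of a probe would give changes of opposite sign at 11:00 and 23:00. Of the 1022 probes found at both time points 1015 changed in the same direction, and 1016 passed in the average, in which a constant dye effect cancels. This argues against dye effects as the source of the shared probes. For probes found at 1 time point only, of which 278 at 11:00 and 277 at 23:00 passed in the average, a part from dye effects stays open.

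A hypothesis on the control channels is that those of a time point hold 1 RNA, labelled anew for each array. On the 500 probes most variable among the treated channels, the median SD of the control channels was 1.21 times that over all probes in C23 and 1.08 times in C11, against 1.81 times in T11 and 4.01 times in T23. These values are consistent with 1 RNA per time point, and also with fragments that were very alike. The paper and the labels describe biological replicates, and the treated channels vary on these probes because the probes were chosen there. If the controls are 1 RNA, the group comparisons overstate the number of independent controls, and their spread says nothing about differences between control fragments.

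Another hypothesis is that added calcium raised immediate early and stress-response genes as a class. The largest increases at both time points included names such as EGR1 and CSRN2, which prompted the list. With the 6 members seen among the largest changes left out, 61 probes remained. In the average of both time points they had a median log2 fold change of 0.51 and a mean of 0.77, with 39 higher. Limma's camera gave a p of 3.58e-07 and fry one of 8.16e-09, unadjusted because this list was the only 1 tested in this way, and camera with an estimated inter-gene correlation gave 0.0124. Of the 61, 23 were differentially expressed and higher and 1 lower. The 23 are 37.7% of the list, against 6.87% of all probes. TOB2 (3.39), BTG1_CHICK (3.31), MAF (2.89) and KLF5 (2.64) were among those that rose most, whereas NR4A1 (-0.71) and MYCN (-1.28) fell, and these members are named after their values were seen. This suggests a class-wide rise, found and tested on the same arrays. Dye effects cancel in this average. Handling of the fragments was not tested as an explanation.

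The 146 axonemal probes were lower in T11 than in C11, with a median log2 fold change of -0.43 and 23 higher (camera adjusted p = 0.000785, fry 0.0268), and higher in T23 than in C23, with a median of 0.30 and 100 higher (camera adjusted p = 0.0119, fry 0.187). Without T23 vs. C23 replicate 3 the latter was 0.0984, in a range from 0.00173 to 0.65 over the alternatives. The 20 actin probes showed no shift past the threshold at 11:00 (median 0.13, mean 0.28, 13 higher, adjusted p = 0.342) or at 23:00 (median -0.31, 8 higher, adjusted p = 0.942). At 23:00 their mean was 0.24, so that median and mean differ in sign, and after normexp the median was 0.02.

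On the array, galaxin was 11.44 (log2 intensity) in C11, 10.50 ± 0.194 in T11 (n = 3), 10.86 in C23 and 9.79 ± 1.70 in T23 (n = 3). Its log2 fold change was -0.94 at 11:00 (standard error 0.624, adjusted p = 0.307, limma) and -1.07 at 23:00 (adjusted p = 0.248), and the latter ranged from -1.80 to -0.18 over the omissions of single arrays, with -0.18 without T23 vs. C23 replicate 3. The further controls were 11.39 and 11.20 in C11 replicates 4 and 5 and 10.89 in C23 replicate 4. The actin probe ACTB, named for the reference of the real-time PCR, had a log2 fold change of -0.31 at 11:00 (adjusted p = 0.553), from -0.39 to 0.11 over the alternatives. At 23:00 it was -0.83 (adjusted p = 0.0951), with 0.0336 with all adult channels and 0.0353 without T23 vs. C23 replicate 2, in a range up to 0.327 over the alternatives.

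T23 replicate 3 was the most distant treated channel, and single probes show it. IVBI3 had a log2 fold change of 1.42 at 23:00 (adjusted p = 0.476), which became -0.49 without this replicate, where its value was 17.97. No cause in this sample was tested.

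A few probes switched between signal and background. In all 6 control channels but in no treated channel, 8 probes were well above background, and each was differentially expressed in the average. The named ones were lower in treated fragments at 11:00 and 23:00 by at least 2.76-fold and 2.54-fold for TCF15_CHICK, 1.49-fold and 2.19-fold for HEXDC, 1.72-fold and 1.50-fold for NK3R_MOUSE, 1.53-fold and 1.64-fold for EAA1_AMBTI, and 1.36-fold and 1.34-fold for TBX1A. The reverse held for 3 probes, of which ADA1A_MOUSE was higher by at least 2.5-fold and 3.31-fold and HRH2_CANFA by at least 1.30-fold and 1.54-fold. These probes were chosen after their values were seen.

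Some genes of Table 3 stood out on the planula array, which has no replicate and no test. Against C11 replicate 5, the log2 ratio in planulae was 3.59 for ADAMTS7, 2.81 for LRP4, 2.67 for SMAD1, 2.04 for SMAD3 and -2.35 for COL2A1. Galaxin was at least 2.13-fold lower in planulae. These genes were picked after their values were seen.

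Calcification rates from File S1 (n = 4 fragments) at 11:00 were 0.125 ± 0.037 in natural seawater, 0.193 ± 0.0645 with 100 mg/L and 0.255 ± 0.0625 with 200 mg/L of added calcium. By two-sided exact permutation tests, the difference was 0.0675 for 100 mg/L (exact p = 0.171, adjusted 0.429) and 0.13 for 200 mg/L (exact p = 0.0286, the smallest that 4 against 4 allow, adjusted 0.171). At 23:00 the means were 0.0475, 0.04 and 0.0675, with exact p of 0.771 and 0.4 against natural seawater. The effect of added calcium was larger at 11:00 than at 23:00. The difference was 0.075 for 100 mg/L (exact p = 0.355) and 0.11 for 200 mg/L (exact p = 0.22). These permutations exchanged fragments between 11:00 and 23:00 within each calcium concentration. The generally higher rates at 11:00 therefore widen the distribution under the null hypothesis. For this reason these tests cannot decide whether the effect of added calcium differed between the time points. The sheet gives mmol and the paper µmol per hour and area, and the unit was not settled.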
